# Long noncoding RNA *linc00598* regulates *CCND2* transcription and modulates the G1 checkpoint

**DOI:** 10.1038/srep32172

**Published:** 2016-08-30

**Authors:** Oh-Seok Jeong, Yun-Cheol Chae, Hyeonsoo Jung, Soon Cheol Park, Sung-Jin Cho, Hyun Kook, SangBeom Seo

## Abstract

Data derived from genomic and transcriptomic analyses have revealed that long noncoding RNAs (lncRNAs) have important roles in the transcriptional regulation of various genes. Recent studies have identified the mechanism underlying this function. To date, a variety of noncoding transcripts have been reported to function in conjunction with epigenetic regulator proteins. In this study, we investigated the function of *linc00598*, which is transcribed by a genomic sequence on chromosome 13, downstream of *FoxO1* and upstream of *COG6*. Microarray analysis showed that *linc00598* regulates the transcription of specific target genes, including those for cell cycle regulators. We discovered that *linc00598* regulates *CCND2* transcription through modulation of the transcriptional regulatory effect of FoxO1 on the *CCND2* promoter. Moreover, we observed that knockdown of *linc00598* induced G0/G1 cell cycle arrest and inhibited proliferation. These data indicate that *linc00598* plays an important role in cell cycle regulation and proliferation through its ability to regulate the transcription of *CCND2*.

Long noncoding RNAs (lncRNAs) are noncoding transcripts longer than ~200 bp, which are expressed in a more cell type-specific fashion than protein-coding genes^1^. Transcriptomic analyses have shown that lncRNAs are dominantly transcribed in the eukaryotic genome. During the last years, they have drawn considerable attention owing to their participation in various cellular processes, such as cell cycle regulation, and their role in human diseases^2^,^3^,^4^. An example of an extensively studied lncRNA is *lncRNA-p21*, which can suppress the transcription of genes involved in apoptosis and cell cycle through physical association with hnRNP-K, and can also inhibit the translation of β*-catenin* and *Jun B* mRNA^5^,^6^. Other lncRNAs, such as *HURC* and *PANDA*, also play a role in cell cycle and apoptosis through regulating the expression of cell cycle-related proteins^7^,^8^.

However, the functional roles of lncRNAs remain obscure. Even though lncRNAs have been revealed to function as transcriptional and posttranscriptional regulators of protein-coding genes, the mechanisms that underlie these epigenetic roles are not yet fully understood. Many well-known lncRNAs have been reported to regulate transcription of neighboring genes on the same chromosome^9^,^10^,^11^. However, lncRNAs can also act as transcriptional *trans*-regulatory elements, without affecting the transcriptional regulation of their neighboring genes^8^,^12^,^13^. Some nuclear lncRNAs have been shown to regulate gene expression by guiding specific proteins to target gene loci, or by acting as scaffolds for the recruitment of epigenetic modifying enzymes and the formation of chromatin remodeling complexes^12^,^14^,^15^. Motivated by these studies, we hypothesized that certain lncRNAs can regulate the expression of cell cycle-related genes by interacting with specific transcription factors through yet unidentified mechanisms.

The FoxO subfamily of transcription factors consists of functionally related proteins, including the mammalian FoxO1 (FKHR), FoxO3a (FKHRL1), FoxO4 (AFX), and FoxO6^16^,^17^. It has been reported that these transcription factors are involved in regulating a variety of biological processes, including metabolism, cell cycle, cell death, DNA repair, and oxidative stress response, via modulating a variety of target genes^17^,^18^,^19^,^20^. Recent studies have shown that FoxO family members can promote cell cycle arrest at the G1/S boundary both by upregulating cell cycle inhibitors, such as p21 and p27, and by downregulating positive cell cycle regulators, such as CCND1 and CCND2^21^,^22^,^23^.

In this study, we investigated the function of *linc00598*, also known as TTL (Twelve-thirteen Translocation Leukemia gene), which is located on chromosome 13, 74 kb downstream of FoxO1, by microarray expression analysis of *linc00598* stable-knockdown cell lines. Analysis revealed that *linc00598* knockdown affects the expression of 156 genes, 119 of which are downregulated. One of the downregulated genes was *CCND2*, which functions as a cell cycle regulator and is negatively regulated by FoxO1, whereas *linc00598* was found to be able to interact with FoxO1. Furthermore, knockdown of *linc00598* caused cell cycle arrest at the G0/G1 boundary, significantly reducing cell proliferation. Our results reveal a novel mechanism of transcriptional regulation of *CCND2* by lncRNA *linc00598* and FoxO1.

## Results

### Characteristics of long noncoding RNA *linc00598*

A previous study suggested that local changes in gene expression can be regulated by *cis*-acting lncRNAs, transcribed from sequences located in the same genomic region^24^. In our search for lncRNAs acting as *cis-*transcriptional regulators of FoxO1, we used the UCSC Genome Browser^25^ to examine the region close to the *FoxO1* genomic locus. We detected a long intergenic noncoding RNA, annotated as *linc00598*, located between *FoxO1* and *COG6* (Fig. 1a). To identify the coding potential of each variant of *linc00598*, we applied the coding potential assessment tool (CPAT) software^26^. All *linc00598* variants were found to produce noncoding transcripts similar to other lncRNAs, such as *MALAT-1* and *Xist* (Fig. 1b).

We performed qRT-PCR to determine the expression levels of *linc00598* in nine human cell lines. The colorectal cancer cell line HCT116, which displayed the lowest expression levels among the nine, was used as the calibrator, i.e., all other cell lines were compared to it to calculate the relative expression values that are depicted in Fig. 1c. The cell line with the highest levels of expression was HepG2. HEK293t cells also showed very high expression levels of *linc00598* and were chosen for further study.

To determine the isoforms of *linc00598* expressed in the HEK293t cell line, we performed northern blot using random probes specific to the 5′ region of the target transcripts. The results showed that *TTL-B2*, the longest isoform of *linc00598*, is the dominant, endogenously expressed isoform in HEK293t cells (Fig. 1d and Supplementary Fig. S1a,b).

A recent study supported that several nuclear localized lncRNAs play a role in transcription regulation^24^. To determine the localization of *linc00598*, we performed nuclear/cytoplasmic RNA fractionation in HEK293t cells (Fig. 1e). We observed that *linc00598* was mainly located in the nuclear compartment, similarly to *Xist*, a well-known nuclear lncRNA^27^. In order to confirm this result, we performed RNA fluorescence *in situ* hybridization (RNA-FISH) using an antisense *linc00598* RNA probe. As seen in Fig. 1f, *linc00598* in the HEK293t cells is exclusively retained in the nucleus. We conclude that *linc00598* is expressed in human cells and is localized in the nucleus.

### *linc00598* can regulate the transcription of genes related with cell cycle regulation

To determine the function of *linc00598* as a transcriptional regulator, we designed shRNAs targeting *linc00598* and produced stable *linc00598* knockdown HEK293t cells (Supplementary Fig. S2a). We performed microarray analysis using control shRNA and two shlinc00598 stable HEK293t cell lines (two replicates for each cell line) in order to identify *linc00598* target genes. 

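HEK293T cells are human embryonic kidney cells that carry a viral large T antigen. Total RNA from 3 stable HEK293T lines, expressing a control shRNA (shCTL) or 1 of 2 shRNAs against linc00598 (shlinc00598#2 and shlinc00598#3), was hybridized to Illumina HumanHT-12 v4 BeadChips, with 2 arrays for each line and 6 in all. Each array reads 47321 probes. The authors deposited processed values, which are probe intensities on the log2 scale after quantile normalization, and a table of intensities before normalization with a detection p-value for each probe. The values here start from the intensities before normalization, whose columns the sample descriptions tie to a line and a replicate; they were quantile-normalized across the 6 arrays and put on the log2 scale. Of the 6 columns of the processed table, 4 hold the values of an array whose description names another line or replicate (Spearman rho of 1 with that array, and 0.925 to 0.941 with the array of their own description), so this table served as an alternative. Between 20864 and 22134 probes per array had a detection p under 0.05, and the median intensity lay between 105.4 and 126.2. The 21282 probes detected on both arrays of at least 1 line stood for 12192 named genes, each read by its brightest probe, and for 5033 probes without a gene name. No probe carries the name LINC00598, so the depth of the knockdown cannot be read from these arrays. Replicate 2 differed from replicate 1 in 6303 of the 17225 genes and unnamed probes (3067 lower and 3236 higher, limma adjusted p under 0.05), and the first principal component, with 69.4% of the variance, separated the replicates. The descriptions do not say whether the replicates were separate cultures. Changes are therefore given for the lines as groups and with the replicate as a block, and the number of arrays limits the precision of each value.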

As our aim was to filter out genes that did not display significant changes in expression, we chose only those genes whose expression values in the knockdown cells were higher or lower by a factor of at least 1.4 than that in the control cells. 

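In the linc00598 knockdown lines, 49 genes or unnamed probes were at least 1.4-fold lower than in the control in both lines and 10 were at least 1.4-fold higher. Of these, 14 were at least 1.4-fold lower in each of the 4 comparisons of a knockdown array with the control array of the same replicate. They include SCD5, a fatty acid desaturase (mean log2 fold change of both lines -0.80), SLC2A3, a glucose transporter (-0.91), ENO2, an enolase of neurons (-0.83), BASP1, a membrane protein of nerve endings (-0.72, and 0.17 without shCTL replicate 1), and SLC7A3, a transporter of cationic amino acids (-0.77). With 1 array left out, SLC7A3 ran from -1.07 to -0.46, ENO2 from -1.20 to -0.45, SLC2A3 from -1.19 to -0.63 and SCD5 from -0.95 to -0.67. Here and below, fits with 1 array left out had no replicate block, so the difference between the replicates enters their values. Comparisons within a replicate do not hold it. The 1 gene at least 1.4-fold higher in each of the 4 comparisons was PIGW, which acts in the synthesis of membrane anchors (log2 fold change 0.74, with 0.26 without shCTL replicate 1 and 1.22 without shCTL replicate 2). A second PIGW probe, close to the background with a mean log2 intensity of 7.09, had a log2 fold change of 0.05. TNMD, which encodes tenomodulin, fell with a log2 fold change of -0.95 (standard error 0.09, limma adjusted p = 0.038 with the replicate as a block). In blocked fits chosen after seeing the data, limma called 0 genes in the mean of both lines with neqc background correction and 0 with the stricter detection filter. BASP1, SCD5, SLC7A3, PIGW and TNMD were chosen after their values were seen. Taken alone, shlinc00598#2 had 192 genes lower and 76 higher by at least 1.4-fold, and shlinc00598#3 had 163 lower and 114 higher. The 49 lower and 10 higher genes shared by the lines compare with 1.82 and 0.503 for independent lists and with 0.58 in each direction in simulated unchanged groups that share the control arrays. The simulated noise was independent between genes and took the moderated variances of the blocked fit. It held no deviation of a control array that many genes share. The comparison therefore cannot tell an effect of the knockdown from such a deviation. Across genes, which are not independent replicates, the log2 fold changes of the lines correlated with Pearson's r of 0.604 (0.500 in the simulated groups) and Spearman's rho of 0.596 (0.481), and their covariance was 0.0197 (0.00699). Between 1 line in replicate 1 and the other line in replicate 2, which share no array, r was 0.179 and 0.114 (-0.00079 in the simulated groups). Every comparison with the control, here and below, uses the same control line. A lasting trait of that line would also give a positive r and like signs in all comparisons. When the fold was taken from the mean of both lines, 153 genes passed, 108 lower and 45 higher. That criterion came closer to the paper's counts than 1.4-fold in both lines did. With no block, limma called 0 genes in the mean of both lines at an adjusted p under 0.05, with 329 at an unadjusted p under 0.05, and the methods' t-test called 0 after adjustment, with 717 at an unadjusted p under 0.05. Both counts are smaller than 17225 tests with no change would give. The error in both tests holds the difference between the replicates. With the replicate as a block, limma called 1 gene in the mean of both lines, 3 in shlinc00598#2 (CASP6, MGAT3 and 1 unnamed probe) and 4 in shlinc00598#3 (TNMD, KIF1A, SCD5 and PPP2R2C), all lower, and 0 between the knockdown lines. In that fit 2360 had an unadjusted p under 0.05 in the mean of both lines, 2252 in shlinc00598#2, 2009 in shlinc00598#3 and 1481 between the lines. The 1.4-fold count in both lines was 216 without shCTL replicate 1, 948 without shCTL replicate 2, 96 without shlinc00598#2 replicate 1, 154 without shlinc00598#3 replicate 1 and 33 without shlinc00598#3 replicate 2, and it was 334 with background correction by neqc.

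**Figure D1:**
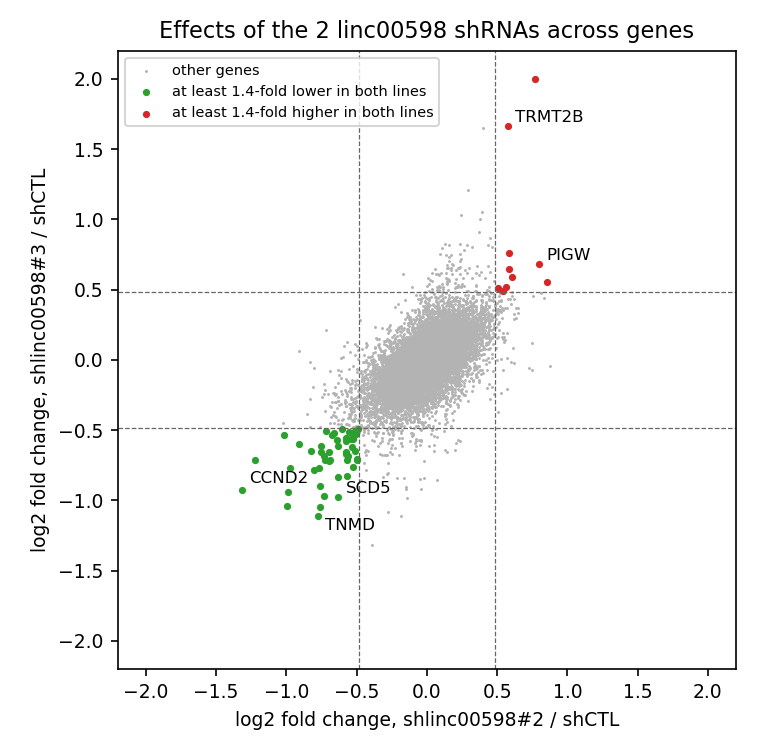
Log2 fold change of each gene or unnamed probe against shCTL in shlinc00598#2 (x axis) and shlinc00598#3 (y axis), each the difference of 2-array means on quantile-normalized log2 intensities; dashed lines mark 1.4-fold. The 49 genes at least 1.4-fold lower in both lines are green and the 10 at least 1.4-fold higher are red.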

A total of 156 genes satisfied these criteria, of which 119 were downregulated and 37 upregulated (Fig. 2a). The fact that the vast majority (76%) of the differentially expressed genes were downregulated indicates that *linc00598* is mostly involved in target gene activation in HEK293t cells. However, the expression levels of *FoxO1* and *COG6*, which are located proximally to the *linc00598* genomic locus, did not exhibit changes in the *linc00598* knockdown cells. These results were confirmed by qRT-PCR (Supplementary Fig. S2b). 

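Of the 59 genes at least 1.4-fold different in both lines, 83.1% were lower in the knockdown cells (exact 95% binomial interval 71.0 to 91.6, over genes). The interval takes genes as independent and does not hold the spread between arrays. The share without shCTL replicate 1, given below, lies outside it. The lower genes were set against 25 gene lists, which were written after the paper's Fig. 2a and Supplementary Fig. S5 had been seen. Fig. 2a shows changed genes of these same arrays, so an overlap of the lists with such genes can be partly built in. The p-values of the lists, here and below, are therefore not independent support. Here and below, Fisher's exact test takes genes as independent, so its p is too small where genes of a list move together. Of all genes and unnamed probes, 31.7% had one sign, lower or higher, in all 4 within-replicate comparisons. In simulated unchanged groups 22.2% did. Counts of list members in all 4 comparisons, here and below, are to be read beside these shares. Among genes induced by the hypoxia-inducible factor, 14 of 26 were lower and 0 higher in all 4 within-replicate comparisons, with SLC2A3, ANKRD37, a target of that factor (log2 fold change -0.61), and BHLHE40, a transcriptional repressor (-0.61), among them. Among genes that ATF4 induces when amino acids are short, 8 of 41 were at least 1.4-fold lower in both lines where 0.117 would be found for independent genes (Fisher's exact test, one-sided, adjusted p = 1.05e-11). These included PCK2, a mitochondrial enzyme of gluconeogenesis (-0.96), DDIT3, a stress transcription factor (-0.70), CTH, an enzyme of cysteine synthesis (-0.70), and ASNS, asparagine synthetase (-0.57), while ATF5, another stress factor, was higher (0.70); these examples were chosen after their values were seen. Without shlinc00598#2 replicate 2, PCK2, DDIT3, CTH and ASNS stood at -0.37, -0.26, -0.04 and -0.06, and without shlinc00598#2 replicate 1 at -1.56, -1.15, -1.36 and -1.08; ATF5 stood at 0.37 without shCTL replicate 1. The median of the ATF4 list was 0.04 and -0.05 in the lines in replicate 1 and -0.67 and -0.58 in replicate 2. Of 26 immediate early genes 4 were at least 1.4-fold lower in both lines (Fisher's exact test, adjusted p = 2.06e-05), among them JUN (-0.68, lower in all 4 within-replicate comparisons) and CCN1 (-0.59), which without shCTL replicate 1 stood at 0.02 and 0.41. Of 25 neuronal genes 3 were (adjusted p = 0.000671 from the same test), and NPTX1 had a log2 fold change of -0.57 (-0.27 without shCTL replicate 2). Tested with camera against all other genes, the lists of hypoxia (adjusted p = 3.84e-08), ATF4 (5.16e-05), neuronal (5.16e-05), glycolysis (0.0019) and immediate early genes (0.0124) were lower. None of these passed with an estimated correlation: adjusted p = 0.175 for hypoxia, 0.739 for ATF4 and 0.636 for the other lists, each with an estimated correlation. In that form camera uses the residual degrees of freedom of the fit, 3 with no block and 2 with the block. It therefore had little power to pass any list. Here and below, a list that fails it is not shown to be unchanged. Ribosome biogenesis (adjusted p = 3.84e-08, and adjusted p = 0.636 with an estimated correlation, median log2 fold change 0.17, 23 of 38 members higher and 2 lower in all 4 comparisons) was higher. Histone genes passed in the mean of both lines (adjusted p = 0.0105, and adjusted p = 0.636 with an estimated correlation), with a median of 0.25 in shlinc00598#2 and -0.02 in shlinc00598#3 and 2 of 21 higher and 2 lower in all 4 comparisons, and the lines differed with the replicate as a block (camera adjusted p = 1.2e-09, and adjusted p = 0.897 with an estimated correlation).
With the replicate as a block, 10 hypoxia, 12 ATF4, 9 neuronal, 4 glycolysis and 7 immediate early genes were lower, and 1 ATF4, 7 ribosome biogenesis and 3 histone genes were higher, at a limma adjusted p under 0.05 adjusted over the list alone. In the mean of both lines no member of these lists was called over all genes, and with no block none was called over all genes or adjusted over the list alone. The fits with 1 array left out, given next, had no block. The share of lower genes among those passing 1.4-fold was 50.0% without shCTL replicate 1 and 70.6% on the mean of both lines. Without shCTL replicate 1 the immediate early list turned (adjusted p = 0.937) and the ATF4 and neuronal lists did not pass (0.154 for each), nor did the ATF4 list without replicate 2 of shlinc00598#2 (0.7) or shlinc00598#3 (0.277), or the glycolysis and histone lists without replicate 1 of shlinc00598#2 (0.109 and 0.294) or shlinc00598#3 (0.0775 and 0.168) or without shCTL replicate 2 (0.755 and 0.183). From the larger share of downregulated genes (Fig. 2a), the paper reasons that linc00598 acts mainly in the activation of its target genes in HEK293T cells.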

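FOXO1 and COG6 flank linc00598 on chromosome 13. In GRCh38.p14, LINC00598 lies from 40347132 to 40481004, COG6 from 39655627 to 39791666 and FOXO1 from 40555667 to 40666641. FOXO1 encodes a forkhead transcription factor, and its log2 intensity was 9.30 ± 0.01 (SD, n = 2) in shCTL, 9.22 ± 0.20 (SD, n = 2) in shlinc00598#2 and 9.28 ± 0.13 (SD, n = 2) in shlinc00598#3. Its mean log2 fold change was -0.05 (standard error 0.13, and 0.10 with the replicate as a block, limma adjusted p = 0.846 in the blocked fit). COG6, a subunit of a Golgi tethering complex, had log2 intensities of 10.04 ± 0.11 (SD, n = 2), 9.89 ± 0.01 (SD, n = 2) and 9.93 ± 0.04 (SD, n = 2) in the same order. Its log2 fold change was -0.13 (standard error 0.11, and 0.09 with the replicate as a block, limma adjusted p = 0.56 in the blocked fit), and it was lower in all 4 within-replicate comparisons. Of all genes and unnamed probes, 31.7% had one sign, lower or higher, in all 4. Neither gene reached 1.4-fold in either line. Of 13 measured genes around linc00598 on chromosome 13, 0 were at least 1.4-fold lower or higher in the mean of both lines, 2 were higher and 2 lower in all 4 comparisons, and the list did not pass as a group (camera adjusted p = 0.659, median log2 fold change 0.03). None of the 13 was called by limma over all genes or adjusted over the list alone, with or without the replicate block.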

Next, we performed functional annotation of the results by mapping these lists into the Gene Ontology (GO)^28^ and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^29^ databases, by utilizing the DAVID (Database for Annotation, Visualization and Integrated Discovery) software^30^,^31^. Results showed that a significant number of *linc00598*-regulated genes are involved in major biological processes, such as the regulation of cell cycle and regulation of cyclin-dependent protein kinase activity, as well as the modulation of responses to organic substances, drugs, and endogenous stimuli (Fig. 2b).

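Cyclins and cyclin-dependent kinases as a group stood close to the control level in the linc00598 knockdown lines: of 18 measured, CCND2 was the only one at least 1.4-fold lower in both lines, 0 were at least 1.4-fold higher, and the median log2 fold change was 0.02 and the mean -0.04 (camera adjusted p = 0.833). CDK4, a partner of the D-type cyclins, had a log2 fold change of 0.04, and CCND1, another D-type cyclin, -0.36 (standard error 0.36, and 0.13 with the replicate as a block). Of 10 inhibitors of these kinases and pocket proteins 3 were lower and 0 higher in all 4 within-replicate comparisons (camera adjusted p = 0.384 in the mean of both lines). With the replicate as a block that list passed as lower in shlinc00598#2 (camera adjusted p = 0.0306), and not in shlinc00598#3 (0.746) or the mean of both lines (0.132). CDKN1A, which encodes p21, had a log2 fold change of -0.61 in shlinc00598#2 and -0.13 in shlinc00598#3 (0.55 in the mean of both lines without shCTL replicate 1), and CDKN1B, which encodes p27, -0.01 in the mean of both lines. S-phase genes had a median of 0.07, with 13 of 45 higher and 3 lower in all 4 comparisons (camera adjusted p = 0.0703), and G2/M genes a median of 0.05, with 13 of 50 higher and 3 lower (adjusted p = 0.0966). Of all genes and unnamed probes, 31.7% had one sign in all 4 comparisons. Counting both directions, the kinase inhibitors and the G2/M genes were near that share. With the replicate as a block the S-phase list was higher (camera adjusted p = 0.0321, and adjusted p = 0.623 with an estimated correlation). The S-phase and G2/M lists also passed as higher with median scaling (adjusted p = 0.0135 and 0.0162), without shlinc00598#2 replicate 2 (0.0266 for each) and without shlinc00598#3 replicate 2 (0.000439 and 0.0151), and the S-phase list passed with the stricter detection filter (0.0333). None of these passed with an estimated correlation in the same setting (from adjusted p = 0.541 to 0.693 with an estimated correlation), nor did either list in the fit of all arrays with no block (adjusted p = 0.66 for S-phase and 0.636 for G2/M genes with an estimated correlation).
Among targets of YAP and TEAD, which answer to growth and cell contact, 2 of 22 were at least 1.4-fold lower in both lines (Fisher's exact test, adjusted p = 0.0147), CCN1 and CCN2, secreted matrix proteins that are also among the immediate early genes, while the list did not pass camera in the mean of both lines (adjusted p = 0.659). With the replicate as a block the list passed as lower in shlinc00598#2 (camera adjusted p = 0.0468), and not in shlinc00598#3 (0.746) or the mean of both lines (0.169). CCN2, written CTGF in the paper, had log2 fold changes of -1.10 and -1.30 in replicate 1 and -0.41 and -0.01 in replicate 2, and 0.22 in the mean of both lines without shCTL replicate 1. Of 20 glycolysis genes 2 were at least 1.4-fold lower in both lines (ENO2 and SLC2A3, adjusted p = 0.0146 from Fisher's exact test) and 11 lower in all 4 comparisons. Actin cytoskeleton genes did not pass (camera adjusted p = 0.283), with 14 of 51 lower and 5 higher in all 4 comparisons, FSCN1, an actin bundling protein, at -0.56 (-0.25 without shCTL replicate 2) and ARPC4, a subunit of the actin nucleating complex, at 0.54 (0.06 without shCTL replicate 1). In the mean of both lines with no block, limma called 0 members of these lists over all genes and 0 adjusted over the list alone. In the blocked fit it called 0 over all genes, and adjusted over the list alone 1 cyclin (CCND2) lower, 1 YAP and TEAD target lower, 2 actin genes lower and 1 higher, and 0 kinase inhibitors, S-phase or G2/M genes.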

To confirm the changes in expression that were determined through the microarray analysis, we performed qRT-PCR for five *linc00598*-regulated genes, including those that exerted biological functions related to the cell cycle, in samples from two independent shlinc00598 stable HEK293t cell lines. All five genes displayed changes in expression consistent with the microarray data (Fig. 2c). 

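The 5 genes chosen for qRT-PCR had lower array signals in both linc00598 knockdown lines than in the control. CCND2, a D-type cyclin, was 2.49-fold lower in shlinc00598#2 and 1.9-fold lower in shlinc00598#3. DDIT4, an inhibitor of mTOR signalling, was 2.34-fold and 1.64-fold lower, and UBE2L6, a conjugating enzyme for the ubiquitin-like ISG15, 1.41-fold and 1.64-fold lower. CITED2, a transcriptional co-regulator, was 1.23-fold and 1.60-fold lower, and PIM1, a serine/threonine kinase, 1.21-fold and 1.75-fold lower. UBE2L6 was lower in each of the 4 comparisons within a replicate (log2 fold changes from -0.86 to -0.37), as was PIM1 (from -1.12 to -0.04), whose mean of both lines was 0.03 without shCTL replicate 1. CITED2 was at -0.68 and -1.01 in replicate 1 and at 0.09 and -0.35 in replicate 2, and DDIT4 at -0.23 and 0.05 in replicate 1 and at -2.22 and -1.48 in replicate 2. With 1 array left out, the mean of both lines ran from -0.90 to -0.31 for UBE2L6, from -0.77 to -0.20 for CITED2 and from -1.41 to -0.54 for DDIT4. The standard errors of the mean log2 fold change with the replicate as a block were 0.10 for UBE2L6, 0.13 for PIM1, 0.15 for CITED2 and 0.31 for DDIT4. In that fit limma gave adjusted p = 0.0902 for UBE2L6, 0.138 for PIM1, 0.214 for CITED2 and 0.231 for DDIT4, and with no block it called none of them. A second, dimmer probe of UBE2L6 had a log2 fold change of -0.17.

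**Figure D2:**
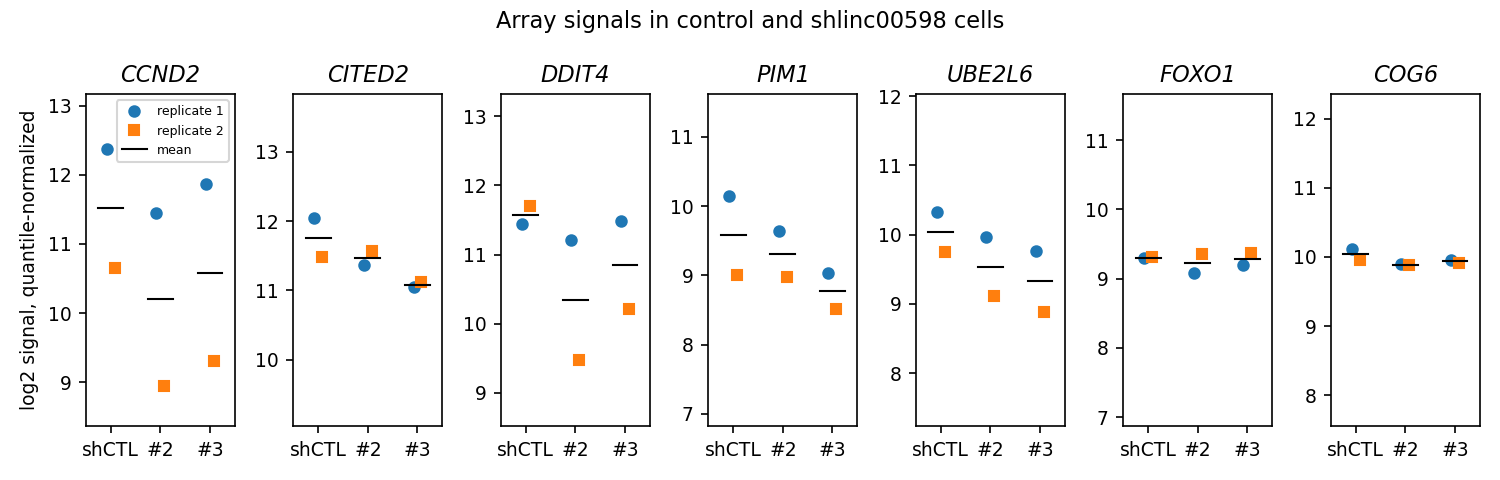
Quantile-normalized log2 intensity (y axis) of CCND2, CITED2, DDIT4, PIM1, UBE2L6, FOXO1 and COG6 on each array, by line (x axis: shCTL, shlinc00598#2, shlinc00598#3), with replicate 1 as circles, replicate 2 as squares and a bar at the mean of 2 arrays. The replicates of CCND2 lie further apart, by a log2 difference of -2.26 from replicate 1 to 2 on average, than the lines do.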

The changes were further validated using ectopic transfection of the *linc00598* transcripts *TTL-B2* and *TTL-T* in HEK293t cells (Fig. 2d and Supplementary Fig. S2c, respectively).

To identify the part of the RNA sequence responsible for transcriptional regulation, we produced two different *linc00598* DNA constructs, containing either the 5′ (663 bp) or the 3′ region (3309 bp) of *TTL-B2*. Notably, overexpression of either DNA constructs did not influence the expression of the *linc00598* target genes (Fig. 2e), indicating that both parts of the RNA sequence are necessary for target gene regulation. Therefore, one of the *linc00598* isoforms, *TTL-B2*, appears to function as a transcriptional regulator of various target genes, in HEK293t cells.

### *linc00598* regulates transcription of *CCND2* through modulating accessibility of FoxO1 to the *CCND2* promoter

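CCND2, which encodes cyclin D2 and lies on chromosome 12 from 4273762 to 4305353 in GRCh38.p14, was 2.17-fold lower in the mean of both linc00598 knockdown lines. Its log2 intensity was 11.51 ± 1.22 (SD, n = 2) in shCTL, 10.20 ± 1.77 (SD, n = 2) in shlinc00598#2 and 10.59 ± 1.81 (SD, n = 2) in shlinc00598#3. Within a replicate it was lower in each line, by log2 fold changes of -0.92 and -0.50 in replicate 1 and -1.71 and -1.35 in replicate 2. Its mean log2 fold change of -1.12 had a standard error of 1.02 with no block and 0.16 with the replicate as a block, where limma gave adjusted p = 0.0783. A second probe of CCND2 was 2.14-fold lower (log2 fold change -1.10), with adjusted p = 0.0403 in the blocked limma fit of all kept probes. CCND2 ranked 1 among the lower of the 17225 genes and unnamed probes in the mean of both lines and in shlinc00598#2, and 11 in shlinc00598#3. By size in either direction it ranked 3 in the mean, after an unnamed probe that was 2.61-fold higher (ILMN_1669657) and TRMT2B, a tRNA methyltransferase, which was 2.17-fold higher (log2 fold changes 0.58 in shlinc00598#2 and 1.66 in shlinc00598#3). Both were chosen after their values were seen. The next named genes on the lower side included DDIT4 (1.96-fold), PCK2 (1.95-fold) and TNMD (1.93-fold). With each array left out in turn, the fold of CCND2 ran from 1.20 without shCTL replicate 1 to 3.93 without shCTL replicate 2. Those fits had no block, so the 1 control array left was compared with knockdown arrays of both replicates. The log2 difference of CCND2 between the replicates (-2.26) therefore enters these folds. The log2 fold changes within a replicate, given above, do not hold it.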

Among the differentially expressed genes identified, *CCND2* displayed the highest fold change (~2.17). Therefore, we tried to determine the mechanism of transcriptional regulation of *CCND2* by *linc00598*. It has been shown that *CCND2* is negatively regulated by FoxO1^23^, whereas our array data indicate that *linc00598* functions as a transcriptional activator for a variety of genes including *CCND2*. 

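Genes described as direct targets of FoxO factors were lower as a group in the linc00598 knockdown lines, with a median log2 fold change of -0.13 over 32 measured genes (camera adjusted p = 0.0347, and adjusted p = 0.636 with an estimated correlation). Of these, 11 were lower and 2 higher in all 4 within-replicate comparisons, and CCND2 was the 1 at least 1.4-fold lower in both lines. GADD45A, a stress-induced growth inhibitor, had a log2 fold change of -0.55, TXNIP, a thioredoxin-binding protein, -0.62, KLF2, a Krüppel-like factor, -0.45, and BCL6, a transcriptional repressor, -0.39 (-0.08 without shCTL replicate 1), while BCL2L11, which encodes the pro-apoptotic protein BIM, was at 0.19; of these, all but BCL6 were chosen after their values were seen. With no block limma called 0 of the 32 over all genes and 0 adjusted over the list alone, and with the replicate as a block 0 over all genes and 8, all lower, adjusted over the list alone. The list holds genes that FoxO factors activate and genes that they repress, and was written after Supplementary Fig. S5 had been seen. Without shCTL replicate 1, GADD45A, TXNIP and KLF2 stood at 0.94, 0.52 and 0.10, and without shCTL replicate 2 at -2.04, -1.75 and -1.01. GADD45A and TXNIP also differed between the replicates, with log2 differences of -2.86 and -2.55 from replicate 1 to 2. That difference enters the values without a control array, since those fits had no block. Within replicates, GADD45A, KLF2 and BCL6 were lower and BCL2L11 was higher in all 4 comparisons. The list did not pass without shCTL replicate 1 (adjusted p = 0.423), without shlinc00598#2 replicate 1 (0.0514) or replicate 2 (0.0501), or without shlinc00598#3 replicate 2 (0.277).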

To test whether the protein levels of CCND2 are also regulated by FoxO1 and *linc00598*, we compared CCND2 levels in control shRNA, shFoxO1, and shlinc00598 cells. As expected, expression of CCND2 was negatively regulated by FoxO1 and positively regulated by *linc00598* (Supplementary Fig. S3a,b). We next analyzed the interaction between *linc00598* and transcriptional regulators related to *CCND2* expression by using RPIseq, a sequence-based predictive method with an accuracy ranging from 57–99% when faced with independent datasets of RNA-protein interactions^32^. We found that various transcriptional regulators, including FoxO1, p300, CBP, SMYD2, JMJD1C, and LSD1, had scores higher than 0.5, which indicates high interaction probabilities between *TTL-B2* and each of these proteins (Fig. 3a), and also suggests that these proteins have a high probability of participating in the *linc00598* transcriptional regulatory mechanism. To test whether *linc00598* indeed interacts with the aforementioned proteins, we performed RNA immunoprecipitation (RIP) assays using the indicated antibodies, followed by qRT-PCR. As seen in Fig. 3b, the results revealed that *linc00598* was associated with the FoxO1 protein, which, as mentioned above, is a negative transcriptional regulator of *CCND2*.

Accumulation evidence indicates that lncRNAs can change the transcriptional activity of specific target genes via interaction with proteins; for example, the ncRNA *Ctbp1* has been shown to increase the transcriptional activity of androgen receptors in prostate cancer cells^33^. To further investigate the mechanism of transcriptional regulation of *CCND2* by *linc00598* and FoxO1, we performed chromatin immunoprecipitation (ChIP) using anti-FoxO1 antibody in *linc00598* stable-knockdown cell lines, followed by qPCR assays. We observed that FoxO1 occupancy on the *CCND2* promoter increased when *linc00598* was knocked down, suggesting that *linc00598* is required for inhibition of FoxO1 accessibility to the promoter of *CCND2* (Fig. 3c).

Alternatively, the reduced presence of FoxO1 on the *CCND2* promoter could be a result of a reduction in total FoxO1 levels. To examine this possibility, we checked the expression of FoxO1 in shlinc00598 stable cells. The results showed that FoxO1 expression was not changed by depletion or overexpression of *linc00598* (Supplementary Fig. S3c). Moreover, as it has been reported that the transcriptional activity of FoxO1 is regulated by its localization^34^, we performed nuclear/cytoplasmic fractionation to determine whether the overexpression of *linc00598* changes the localization of FoxO1. As seen in Supplementary Fig. S3d, no such changes were observed.

To provide further evidence that the regulation of *CCND2* expression by *linc00598* is dependent on the modulation of the accessibility of FoxO1 to *CCND2* promoter, a reporter assay was performed using control and shlinc00598 stable HEK293t cells that were transfected with either wild type *CCND2* promoter, or a mutant form in which the FoxO1 consensus binding sequences had been altered. Consistent with our qRT-PCR and microarray data, *CCND2* promoter activity was decreased in the shlinc00598 stable cell line. Furthermore, *CCND2* promoter activity was rescued when we performed the luciferase assay using the shlinc00598 stable cell line that was transfected with the mutant promoter construct, suggesting that *linc00598* regulates *CCND2* by modulating FoxO1 binding on its promoter (Fig. 3d). To further demonstrate that *linc00598* regulates the transcription of *CCND2* by modulating the accessibility of FoxO1 to the promoter of *CCND2*, we performed qRT-PCR assays using control and shFoxO1 stable HEK293t cells transfected with *TTL-B2*. As expected, overexpression of *TTL-B2* in the control cells caused upregulation of *CCND2* expression. On the contrary, there was no significant change in *CCND2* expression in the shFoxO1 stable cell line (Fig. 3e), which is consistent with the results shown in Fig. 3d, which also suggest the existence of a FoxO1-mediated mechanism through which *linc00598* regulates *CCND2*. Taken together, these findings strongly suggest that *linc00598* regulates expression of *CCND2* through reducing the binding affinity of FoxO1 to the *CCND2* promoter.

### Knockdown of *linc00598* induces cell cycle arrest and inhibits cell proliferation

We investigated the physiological consequences of *linc00598* knockdown in HEK293t cells. Since *linc00598* can regulate *CCND2*, which is a positive cell cycle regulator, we performed MTT assays to measure proliferation of control and shlinc00598 stable HEK293t cell lines. As shown in Fig. 4a, cell proliferation was reduced when *linc00598* was knocked down. Consistent results were obtained from cell counting assays, in which depletion of *linc00598* led to a decreased number of cells (Fig. 4b).

Since *linc00598* regulates expression of *CCND2*, we next examined whether *linc00598* knockdown affected the cell cycle in HEK293t cells. To this end, we performed propidium iodide (PI) staining followed by FACS analysis. As expected, the two *linc00598* knockdown cell lines exhibited an increase in G1 phase (about 8% and 13%, respectively) and a slight decrease in both S and G2-M phase (Fig. 4c). To determine whether the cell cycle arrest in the two shlinc00598 stable cell lines was caused by the depletion of CCND2, we performed another FACS analysis using the shlinc00598#2 stable cell line transfected with a CCND2 overexpression vector. Overexpression of CCND2 rescued the G1 arrest (G1 is reduced from 45.98% to 39.95%), suggesting that the cell cycle arrest caused by depletion of *linc00598* is caused by a decrease of CCND2 levels (Fig. 4d). These results are consistent with a previous study according to which, CCND2 contributes to the G1-S cell cycle transition^35^.

It has been reported that the CCND2/CDK4/p27 complex is required for nuclear translocation of CCND2^36^. Since the expression levels of CDK4 and p27 were not influenced in shlinc00598 stable HEK293t cell lines (Supplementary Fig. S4a,b), we examined the localization of CCND2 and CDK4 by performing nuclear/cytoplasmic fractionation. The amounts of CCND2 in both nucleus and cytosol were reduced in the two shlinc00598 stable HEK293t cell lines, whereas the mainly cytosolic localization of CDK4 was not affected by shlinc00598 knockdown (Supplementary Fig. S4c).

These results suggest that *linc00598* knockdown has no effect on the expression and localization of other complex components. Taken together, our results clearly indicate that *linc00598* affects cell proliferation through modulation of the G0-G1 checkpoint, via transcriptional regulation of *CCND2*.

## Discussion

Recent studies have revealed that various lncRNAs are transcribed in large amounts in the eukaryotic genome and these noncoding transcripts are involved in the regulation of gene expression and various biological processes including the cell cycle^3^,^4^. An example is *NcRNA*_*CCND1*_, also called pncRNA (promoter-associated non-coding RNA), that is transcribed from the 5′ regulatory region of *CCND1* and negatively regulates *CCND1* by recruiting the RNA binding protein, TLS (translocated in liposarcoma)^37^,^38^. *Gadd7* is another lncRNA involved in cell cycle control, specifically regulating *Cdk6* expression in a post-translational manner. *Gadd7* is transcriptionally induced by DNA damage caused by UV radiation and directly binds to TDP-43 (TAR DNA binding protein). This binding inhibits the interaction between TDP-43 and *Cdk6* mRNA, resulting in the degradation of *Cdk6* mRNA^39^.

*linc00598*, also known as the *TTL*, is located at the locus 13q14.11, downstream of the *FoxO1* genomic locus. It has three isoforms, *TTL-T*, *TTL-B1*, and *TTL-B2*. Notably, northern blot analysis showed that *TTL-B2* is the dominant expressed isoform in HEK293t cells. Results of RNA-FISH and qRT-PCR from fractionated RNA revealed a nuclear localization of *linc00598* and suggested that *linc00598* may probably serve as a *cis*- or *trans*-transcriptional regulator^24^. It has been reported that *CCAT1-L* (colorectal cancer specific lncRNA) localizes to its site of transcription and functions as a *cis*-transcriptional regulator of *MYC,* promoting long-range chromatin looping and interacting with the transcriptional regulator protein, CTCF^15^. Another example is *Paupar*, which interacts with chromatin at over 2,800 sites located on multiple chromosomes, and regulates target gene expression in *cis* and in *trans*. Our array data demonstrate that *linc00598* can regulate the expression of various target genes including cell cycle regulator *CCND2*, suggesting that the expression of *linc00598* could have an effect on cell cycle and proliferation. In order to determine the mechanism through which *CCND2* is regulated by *linc00598*, RIP and ChIP assays were performed. Results showed that *linc00598* can interact with FoxO1 and depletion of *linc00598* influence in accessibility of FoxO1 to the *CCND2* promoter. Furthermore, unlike the wild type, mutation of FoxO1 binding sites of the *CCND2* promoter rescued promoter’s activity in the shlinc00598 stable cell line. Consistently, ectopic expression of *linc00598* has no significant effect on the expression of *CCND2* in FoxO1-knockdown cells. These results indicate that *linc00598* modulates the accessibility of FoxO1 to the *CCND2* promoter. Finally, we demonstrated that *linc00598* can regulate cell cycle and cell proliferation by regulating the expression of *CCND2*, as *linc00598* knockdown reduces cell proliferation by downregulating *CCND2*.

Furthermore, a heatmap was generated from the hierarchical clustering of data from a systematic qRT-PCR analysis of a selected group of genes, including FoxO target genes (I), *linc00598* target genes (II), and Negative genes (III), in control shRNA, shlinc00598, siFoxO1, and shlinc00598/siFoxO1 cell lines. The heatmap revealed additional putative target genes under the control of the *linc00598*-FoxO1 regulatory mechanism, in ways similar to *CCND2* (Supplementary Fig. S5). Candidate target genes could be upregulated by *linc00598*, *such as CTGF* and *DDIT4*, or downregulated by *linc00598*, such as *FASLG*. These results indicate that part of the putative target genes of FoxO1 are regulated by *linc00598*, and suggest that the relationship between FoxO1 and *linc00598* needs to be examined further.

In this study, we provide for the first time information on the mechanism of transcriptional regulation of *CCND2* by *linc00598*. Specifically, we demonstrate that *linc00598* regulates the expression of *CCND2* through inhibiting the recruitment of FoxO1 to the *CCND2* promoter (Fig. 4e). The effects of this lncRNA on cell cycle regulation and cell proliferation indicate that *linc00598* has the potential to promote transformation in human cells. The exact mechanism through which *linc00598* affects the ability of FoxO1 to bind on the *CCND2* promoter is yet to be elucidated. Moreover, further studies are needed to determine the physiological significance of *linc00598*.

Taken together, the results of our study strongly indicate that *linc00598* regulates *CCND2* in *trans* through modulation of the accessibility of FoxO1 to the*CCND2* promoter.

## Methods

### Plasmid Constructs

To construct mammalian expression vectors, we employed modified pcDNA6-HA-myc-his plasmids (Invitrogen) to create expression vectors for *TTL-T*, *TTL-B2* (whole), the 5′ fragment (663 bp) of *TTL-B2*, and the 3′ fragment (3309 bp) of *TTL-B2*. The pOTB7-CCND2 (hMU010514) expression vector was obtained from the Korean Unigene Information (KUGI) collection. The *CCND2* coding sequence was subcloned into the mammalian expression vector p3XFLAG-CMV10 (Sigma). The *CCND2* promoter region (−463 to 0) was amplified from human genomic DNA and inserted into the *Kpn*I/*Hind*III sites of the pGL3-basic vector (Promega). The three FoxO1 binding elements (TATTT) of the cloned promoter were replaced with mutated elements (TGCCT or CGCCG) by site-directed mutagenesis. Short hairpin RNAs (shRNAs) against human *linc00598* and *FoxO1* were designed using the siRNA sequence designer software (Clontech). The double-stranded oligonucleotides used for shRNA plasmid construction were produced using primers from the 5′ to the 3′ end (Supplementary Table S1). The oligonucleotide for FoxO1 siRNA was introduced into the pBabe-dual vector using primers from the 5′ to the 3′ end (Supplementary Table S1). These oligonucleotides were inserted into the AgeI/EcoRI site of the pLKO.1 TRC vector.

### Antibodies

Antibodies against β-actin (sc-47778), CBP (sc-369), CDK4 (sc-260), FKHR (sc-374427), H3 (sc-8654), JMJD1C (sc-83420), LSD1 (sc-271720), p300 (sc-585), SMYD2 (sc-130879; Santa Cruz Biotechnology), Normal Mouse IgG (12-371; Millipore), β-tubulin (T4026; Sigma), and CCND2 (#3741; Cell Signaling) were employed.

### Cell Culture

HeLa and HEK293t cells were grown in Dulbecco’s modified Eagle’s medium (DMEM), whereas H1299, HCT116, HepG2, HL60, K562, MCF7, and THP1 cells were grown in RPMI-1640 containing 10% heat inactivated fetal bovine serum and 0.05% penicillin-streptomycin, at 37 °C in a 5% CO_2_ atmosphere. HEK293t cells were seeded in a 60 mm plate at a density of 4.0 × 10^5^ cells per well and transfected with the indicated constructs using polyethylenimine (Sigma). After 48 h of incubation, cells were harvested and used for each of the experiments.

### Reverse Transcription and Real-time PCR

Total RNA was isolated from HEK293t cells, using RNAiso Plus (TaKaRa). The synthesized cDNA was quantified and then used for analysis of mRNA expression. The PCR primers used are presented in Supplementary Table S1. Dissociation curves were created after each PCR run to ensure the amplification of a single product of the appropriate length. The mean threshold cycle (C_t_) and standard error values were calculated from individual C_t_ values obtained from triplicate reactions. The normalized mean C_t_ values (ΔC_t_) were calculated by subtracting the mean C_t_ of **β***-actin*. ΔΔC_T_ was calculated as the difference between the control ΔC_t_ and the values obtained for each sample. The n-fold change in gene expression, relative to an untreated control, was calculated as 2^−ΔΔCT^.

### Chromatin immunoprecipitation analysis

ChIP analysis was performed as described previously^40^. Briefly, control and shlinc00598 stable HEK293t cells were harvested and cross-linked with the addition of 1% formaldehyde in the medium for 10 min at 37 °C, followed by the addition of 125 mM glycine for 5 min at room temperature. The cells were then lysed in SDS lysis buffer, and the samples were sonicated and immunoprecipitated using the indicated antibodies. The immunoprecipitates were eluted and reverse cross-linked. The DNA fragments were then purified and PCR-amplified for quantification using the respective primer pairs (Supplementary Table S1). Dissociation curves were generated at the end of each PCR run to confirm the amplification of a single product of the expected length. The mean threshold cycle (C_t_) and standard error values were calculated from individual C_t_ values, obtained from duplicate reactions. The normalized mean C_t_ values (ΔC_t_) were calculated by subtracting the mean C_t_ of the input from that of the anti-CCND2 immunoprecipitated sample.

### MTT Assay

Control and shlinc00598 stable HEK293t cells were seeded in 48-well plates (8 × 10^4^ cells per well). After 24, 48, and 72 h, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was added to the cells at a final concentration of 0.5 mg/mL; after the addition, cells were further incubated for 4 h at 37 °C. The medium was then removed by aspiration, and DMSO was added (200 μl/well). OD values were determined on an ELISA reader (Biochrom) at a wavelength of 570 nm. The value of a blank sample, containing DMSO alone, was measured and subtracted from all values to correct for background in measurements.

### FACS Analysis

To assess the cell-cycle profile, control and shlinc00598 stable HEK293t cells were prepared. Control and shlinc00598 stable HEK293t cells transfected with the indicated plasmids were also seeded and harvested 48 h later. Cells were trypsinized, rinsed and fixed in ice-cold 70% ethanol for 30 min. Immediately before flow cytometric analysis, the cells were treated with RNase A (100 μg/mL) and stained with propidium iodide (PI, Sigma) for 30 min, then subjected to fluorescence-activated cell sorting (FACS) analysis using a BD Accuri C6 cytometer (BD Biosciences). Data were analyzed using BD Accuri C6 software (BD Biosciences).

### RNA Immunoprecipitation Analysis

We followed a modified version of the RIP protocol^41^. HEK293t cells were washed and then lysed with polysome lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM Hepes pH 7.0, 0.5% NP-40, 1 mM DDT, and 100 units/mL RNase out (Invitrogen), supplemented with a protease inhibitor cocktail. Cell extracts were then incubated with the indicated antibodies at 4 °C overnight. The next day, protein A/G-agarose beads (GenDEPOT) were added, and the samples were incubated at 4 °C for 4 h. Beads were then collected, washed five times with NT2 buffer, containing 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM MgCl_2_, and 0.05% NP-40). RNAiso Plus was added to the beads to extract protein-interacting RNA, which was then treated with RNase-free DNase I (TaKaRa) and measured by qRT-PCR assays.

### Microarray Analysis

For *linc00598* target gene profiling, we used the Illumina HumanHT-12 v4 Expression BeadChip (Illumina), which includes a bead pool of more than 47,231 unique bead types corresponding to 28,688 RefSeq annotated transcripts. Total RNA (0.55 μg) isolated from control and shlinc00598 stable HEK293t lines was reverse transcribed and amplified according to the protocols described in the Illumina TotalPrep RNA amplification kit manual (Ambion). *In vitro* transcription was then carried out to generate cRNA (0.75 μg), which was hybridized onto each array (two replicates for each condition) and then labeled with Amersham fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences). The array was then scanned using the Illumina Bead Array Reader Confocal Scanner. Array data export processing and analysis were performed using Illumina GenomeStudio v2011.1 (Gene Expression Module v1.9.0). This data set was submitted to the Gene Expression Omnibus under submission number GSE80514. Array probes were transformed by logarithm and normalized by quantile method. Gene enrichment and functional annotation analysis for the significant probe list were performed using the DAVID software (http://david.abcc.ncifcrf.gov/home.jsp).

### Analysis of nuclear and cytoplasmic *linc00598* abundance

Nuclear and cytoplasmic RNA were isolated from untransfected cells for analysis of endogenous *linc00598* expression and localization. Cells growing in 100 mm dishes were rinsed twice with ice-cold 1 × PBS, harvested in 1 mL ice-cold 1 × PBS by scraping, and centrifuged at 1,000 rpm for 10 min. Cell pellets were resuspended by gentle pipetting in 200 μL lysis buffer A containing 10 mM Tris (pH 8.0), 140 mM NaCl, 1.5 mM MgCl_2_, and 0.5% NP-40, then incubated on ice for 5 min, and centrifuged at 1,000 × *g* for 3 min at 4 °C. The supernatant (cytoplasmic fraction), was added to 1 mL RNAiso Plus for RNA isolation and purification. Nuclear pellets underwent two additional rinses with lysis buffer A and a final washing step with lysis buffer A containing 1% Tween-20 and 0.5% deoxycholic acid. Purified nuclear pellets were then resuspended in 1 mL RNAiso Plus. Both RNA samples were treated with RNase-free DNase I, converted to cDNA, and quantified by qRT-PCR assays.

### RNA fluorescence *in situ* hybridization

HEK293t cells on PLL-coated cover glass were fixed in 1 × PBS with 4% paraformaldehyde for 15 min, then treated with 0.2 N HCl for 10 min, followed by incubation with 20 μg/mL proteinase K (Biofact) for 5 min at 37 °C. After undergoing acetylation in a solution containing 0.1 M triethanolamine (pH 8.0) and 0.1% acetic anhydride, the cells were then rinsed three times with 1 × PBS. Post fixation was performed using 4% paraformaldehyde for 20 min and rinsed three times with PBT (1 × PBS plus 0.1% Tween20). Prehybridization was carried out at 64 °C overnight in hybridization buffer (50% deionized formamide, 5 × SSC, 1 × Denhardt’s solution, 0.1% CHAPS, 100 μg/mL heparin, 0.1% Tween 20, and 100 μg/mL tRNA). The prehybridization buffer was replaced with fresh hybridization buffer containing 2 ng/mL of the *linc00598* probe and incubated at 64 °C overnight. After washing, samples were incubated at room temperature for 2 h in PBT containing 1% blocking reagent (Roche), then incubated at 4 °C for another 16 h with 1:2,000 Anti-DIG/POD antibody (Roche). After incubation, the color reaction was carried out using a tyramide kit (Tyramide Signal Amplification (TSA) Plus Cyanine 3/Fluorescein System, Perkin Elmer Lifer Sciences) at a 1/50 dilution, and leaving the samples in the dark for 10 min. After washing, samples were stained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma) to visualize cell nuclei. Stained samples were rinsed in PBT overnight, then mounted in Fluoromount-G (SouthernBiotech) and examined by confocal laser scanning microscopy in a LSM700 microscope (Carl Zeiss Microscopy).

### Northern blot analysis

Total RNA samples prepared as described above were denatured at 65 °C for 10 min in a double volume of formamide-formaldehyde loading buffer, and then separated by electrophoresis in a 1.0% GTG agarose gel containing 1.85% formaldehyde. The gel was transferred to Hybond-XL nylon membranes (GE Healthcare) using 20 × standard saline citrate. The random hexamer probes used for *linc00598* detection were synthesized using a Random Primed DNA Labeling Kit (Roche), whereas the PCR products containing the 5′ region of target transcripts were used as a template. The sequences of the primers of the PCR reaction, linc00598-probe-F and linc00598-probe-R, are shown in Supplementary Table S1.

### Luciferase assay

Luciferase assays were conducted using a *CCND2* promoter reporter system, containing either wild type or a mutant form of the promoter. Control and shlinc00598 stable HEK293t cells were transfected with the indicated DNA constructs, using PEI. Cells were harvested after 48 h and assayed for luciferase activity, using a luciferase assay system (Promega). Each value is the mean of five replicates from a single assay. All experiments were performed at least three times.

### Statistical analysis

The results are expressed as means ± S.D of three or more independent experiments. Differences between groups were evaluated via Student’s *t*-tests, performed with Microsoft Office Excel. A *P* < 0.05 was considered statistically significant. The heatmap analysis was performed using the MeV v4.9 genomic analysis software (open source).

## Additional Information

**How to cite this article**: Jeong, O.-S. *et al.* Long noncoding RNA *linc00598* regulates *CCND2* transcription and modulates the G1 checkpoint. *Sci. Rep.* **6**, 32172; doi: 10.1038/srep32172 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
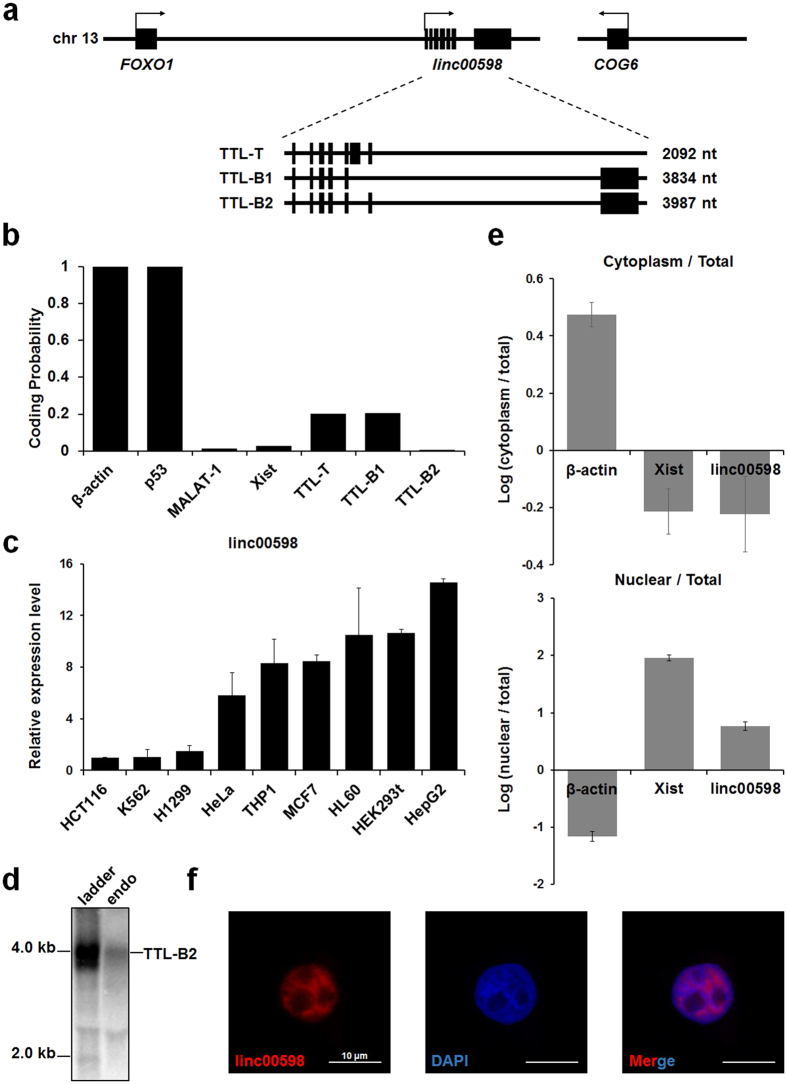
Expression of *linc00598*, a nuclear localized RNA, in human cells. (**a**) *linc00598*, which is transcribed by a sequence located between the *FoxO1* genomic locus and the *COG6* genomic locus, has three isoforms, *TTL-T*, *TTL-B1,* and *TTL-B2*. (**b**) Bioinformatic analysis of the coding potential of the three *linc00598* transcript variants. Results were obtained using the CPAT software. (**c**) The expression of *linc00598* was quantified by qRT-PCR in various human cell lines and normalized to *β-actin*. The HCT116 cell line was used as a calibrator, and its expression levels were arbitrarily set to “1.” (**d**) In order to determine the endogenous expression of *linc00598* isoforms, total RNA from HEK293t cells was analyzed by northern blot using random probes specific to the 5′ region of target transcripts. (**e**) Total RNA from HEK293t cells was separated into cytoplasmic and nuclear fractions and used to evaluate the expression levels of *linc00598* by qRT-PCR. *Xist* and *β-actin* RNA were quantified and used as references to calculate relative levels of each transcript and as controls to evaluate subcellular fractionation. The ratios of cytoplasmic to total, and nuclear to total RNA levels are shown. The results are expressed as mean ± S.D. (n = 3). (**f**) RNA-FISH was performed to detect *linc00598* (red) expression in HEK293t cells with Dig-labeled probes specific to the 5′ region of target transcripts. Images shown were acquired by laser scanning microscopy. Nuclei are colored blue due to DAPI. The white scale bar in all images represents 10 μm.

**Figure 2:**
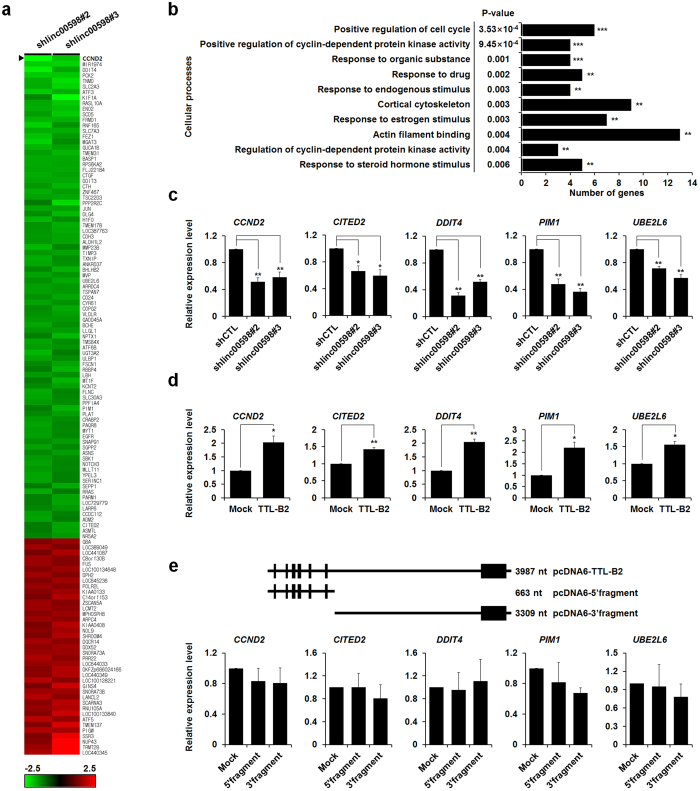
*linc00598* functions to regulate genes involved in cell cycle regulation. (**a**) Identification of *linc00598* target genes by hierarchical clustering; changes in the expression of a large number of genes in *linc00598* knockdown stable HEK293t cells are displayed. Upregulated and downregulated (by a factor of at least 1.4) gene clusters are represented by red and green, respectively. (**b**) Biological and molecular functional classification of *linc00598* target genes, using the annotation tool DAVID. **P < 0.01 and ***P < 0.001. (**c**–**e**) The mRNA levels of indicated genes in *linc00598* knockdown stable HEK293t cells and HEK293t cells transfected with indicated DNA constructs were analyzed by qRT-PCR and normalized to *β-actin*. The results are shown as means ± S.D. (n = 3). *P < 0.05 and **P < 0.01.

**Figure 3:**
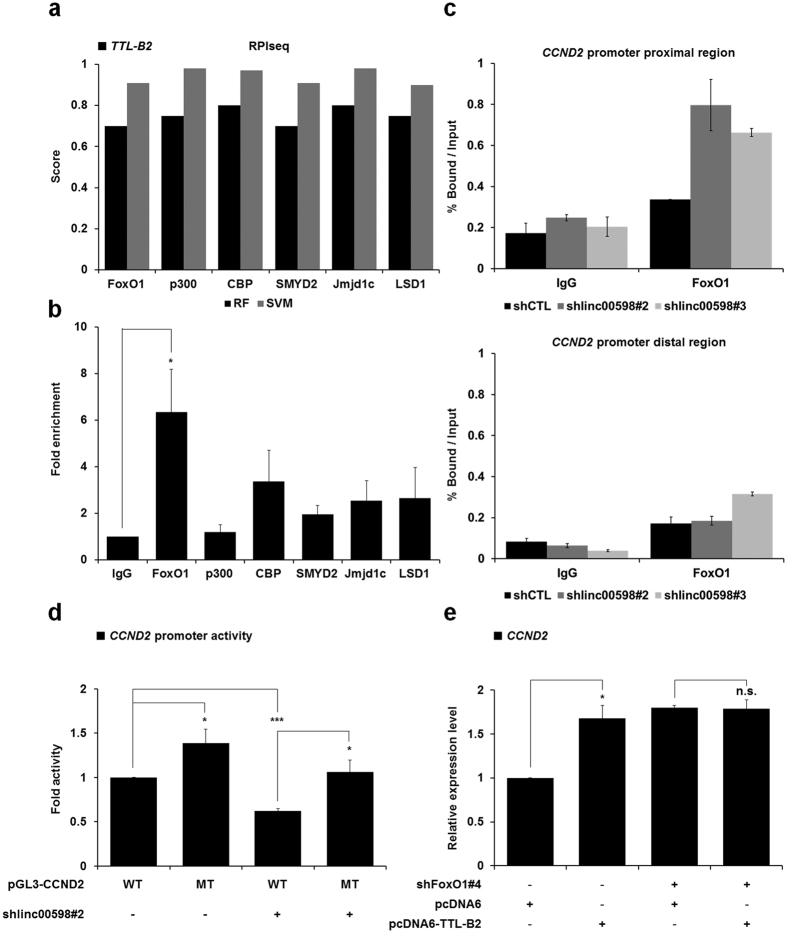
*linc00598* regulates the transcriptional activity of FoxO1 to the *CCND2* promoter. (**a**) Scores of the interaction probability between *TTL-B2* and various proteins as predicted by RPIseq. (**b**) *linc00598* interacts with FoxO1 in HEK293t cells. Total cell extracts from HEK293t cells were prepared and immunoprecipitated using indicated antibodies. Associated RNAs were purified and *linc00598* levels were measured using qRT-PCR. Results are expressed as fold enrichment relative to an isotype IgG control antibody. Values are means ± S.D. (n = 6). *P < 0.05. (**c**) ChIP analyses of the *CCND2* promoter region and a distal region in *linc00598* knockdown stable HEK293t cells were conducted using anti-IgG and anti-FoxO1 antibodies, and examined via qRT-PCR. The results are shown as mean ± S.D. (n = 3). (**d**) Control and shlinc00598#2 stable HEK293t cell lines were transfected with vectors containing the wild-type (pGL3-CCND2-WT) or the mutant (pGL3-CCND2-MT) *CCND2* promoter. Following transfection, cell extracts were assayed for luciferase activity. Luciferase activity was normalized to that of β-galactosidase. The results are expressed as means ± S.D. (n = 3). *P < 0.05 and ***P < 0.001. (**e**) FoxO1 knockdown stable HEK293t cells were transiently transfected with pcDNA-TTL-B2, analyzed by qRT-PCR and normalized to β-actin. The results are expressed as means ± S.D. (n = 3). *P < 0.05, **P < 0.01 and ***P < 0.001.

**Figure 4:**
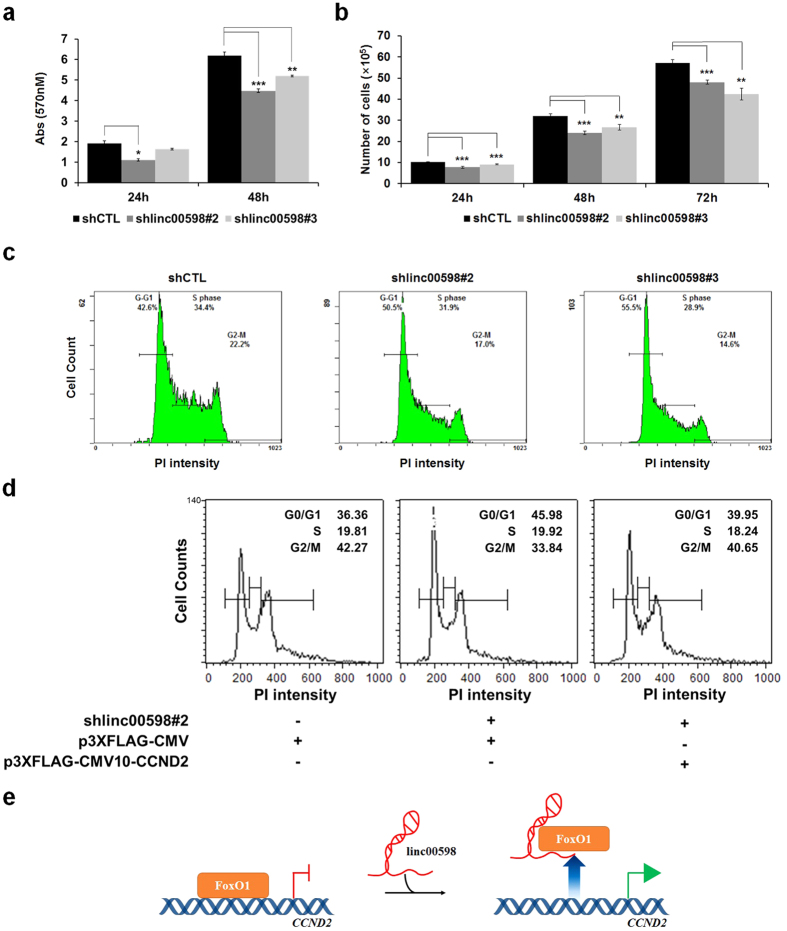
*linc00598* regulates cell proliferation via modulating cell cycle. (**a**) Cell proliferation was assessed through MTT assay in which *linc00598* knockdown stable HEK293t cells were used. Results are expressed as means ± S.D. (n = 3). *P < 0.05, **P < 0.01, and ***P < 0.001. (**b**) Cell counting assays were performed using *linc00598* knockdown stable HEK293t cells. The results are shown as means ± S.D. (n = 3). **P < 0.01 and ***P < 0.001. (**c**) Cell cycle phases of control and shlinc00598 stable HEK293t cell lines were analyzed by PI staining. Cells were fixed, stained with PI for 30 min, and analyzed by FACS. (**d**) Control and shlinc00598#2 stable cell lines were transfected with the indicated plasmids. Cell cycle phases of each cell line were assessed by PI staining. Cells were fixed, stained with PI for 30 min, and analyzed by FACS. (**e**) A model for regulation of *CCND2* transcription by *linc00598* through modulating accessibility of FoxO1 to the *CCND2* promoter.

# Supplementary material for: Long noncoding RNA linc00598 regulates CCND2 transcription and modulates the G1 checkpoint
**Source:** Sci Rep. 2016 Aug 30;6:32172. doi: 10.1038/srep32172
**Supplement:** Supplementary Information

Supplemental Information

Long noncoding RNA *linc00598* regulates *CCND2* transcription and modulates the G1 checkpoint

Oh-Seok Jeong¹, Yun-Cheol Chae¹, Hyeonsoo Jung¹, Soon Cheol Park¹, Sung-Jin Cho², Hyun Kook³ & SangBeom Seo^{1*}

Name	Sequence (5'- to -3')	Purpose
shlinc00598 #1 sense	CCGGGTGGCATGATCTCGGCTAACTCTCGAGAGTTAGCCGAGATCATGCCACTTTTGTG	shRNA
shlinc00598 #1 anti-sense	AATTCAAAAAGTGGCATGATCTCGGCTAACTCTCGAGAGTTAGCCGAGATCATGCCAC	shRNA
shlinc00598 #2 sense	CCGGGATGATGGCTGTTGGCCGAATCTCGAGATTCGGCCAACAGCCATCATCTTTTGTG	shRNA
shlinc00598 #2 anti-sense	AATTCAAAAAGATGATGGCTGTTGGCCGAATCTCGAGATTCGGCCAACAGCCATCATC	shRNA
shlinc00598 #3 sense	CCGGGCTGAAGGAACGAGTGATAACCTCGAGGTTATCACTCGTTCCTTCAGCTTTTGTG	shRNA
shlinc00598 #3 anti-sense	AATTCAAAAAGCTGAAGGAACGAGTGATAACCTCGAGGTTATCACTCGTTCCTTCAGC	shRNA
shFoxO1 #4 sense	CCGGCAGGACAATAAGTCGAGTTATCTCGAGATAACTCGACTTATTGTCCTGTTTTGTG	shRNA
shFoxO1 #4 anti-sense	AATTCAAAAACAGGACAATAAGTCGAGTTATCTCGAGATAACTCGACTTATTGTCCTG	shRNA
siFoxO1 #4 cloning sense	AAAGCAGGACAATAAGTCGAGTTAT	siRNA cloning
siFoxO1 #4 cloning anti-sense	AAAAATAACTCGACTTATTGTCCTG	siRNA cloning
CCND2 promoter F	GAGTGAGGCGCGAAACCG	ChIP
CCND2 promoter R	TGAGGGATTAGGTCCGGCTC	ChIP
CCND2 distal F	GGTGAAAAGCAAGGTACCCG	ChIP
CCND2 distal R	TGTTTCACAAATGAATTCTGCCCT	ChIP
linc00598-probe-F	CGCTGTAGAGCTCCGATGAT	Random probe
linc00598-probe-R	CAGAAGCTGAGGCACATTCC	Random probe
linc00598 F	TACAGCAAACAATGGACTATTGACTAA	qRT-PCR
linc00598 R	ACTAGGATCTTAAGGCAGAGAAGTGAG	qRT-PCR
XIST F	GCAGGTCCAAGAAATTTGAACAC	qRT-PCR
XIST R	AGAGTGCCAGGCATGTTGATC	qRT-PCR
CCND2 F	CTACTGGGTCATCCTTGGTC	qRT-PCR
CCND2 R	TAACCTTTCAGTCCCAGAGC	qRT-PCR
CITED2 F	CCACTACATGCCGATTGTC	qRT-PCR
CITED2 R	TCTCGGAAGTGCTGGTTTGTG	qRT-PCR
DDIT4 F	AAGGGACCAAGTGTTTGTG	qRT-PCR
DDIT4 R	GCTCAACTCTGCAGTACAC	qRT-PCR
PIM1 F	GCTGTGCTGGGAGAAATACT	qRT-PCR
PIM1 R	GGTCTTGGCTTTGAAACAGT	qRT-PCR
UBE2L6 F	TCATGTTCTGACCCTCTGTG	qRT-PCR
UBE2L6 R	AACCTGGGAGTGAGTCCATA	qRT-PCR
FOXO1 F	TACGAGTGGATGGTCAAGAG	qRT-PCR
FOXO1 R	ATGAACCTTGCTGTGTAGGGAC	qRT-PCR
COG6 F	CCACCACCTGATCTTGGAAC	qRT-PCR
COG6 R	GCTGTGCCTAAATTGCTGGC	qRT-PCR
p27 F	GTTTGGAGAGCGGCTGGGTT	qRT-PCR
p27 R	CAAGCGGAGAGGGTGGCAAA	qRT-PCR
linc00598(exon5,7)-F	TCAGAAAATCAGGCCTCCTC	RT-PCR
linc00598(exon5,7)-R	CAGACTGGCCAACAGAGACA	RT-PCR

Table S1. Primer pairs used in this study

Table S1

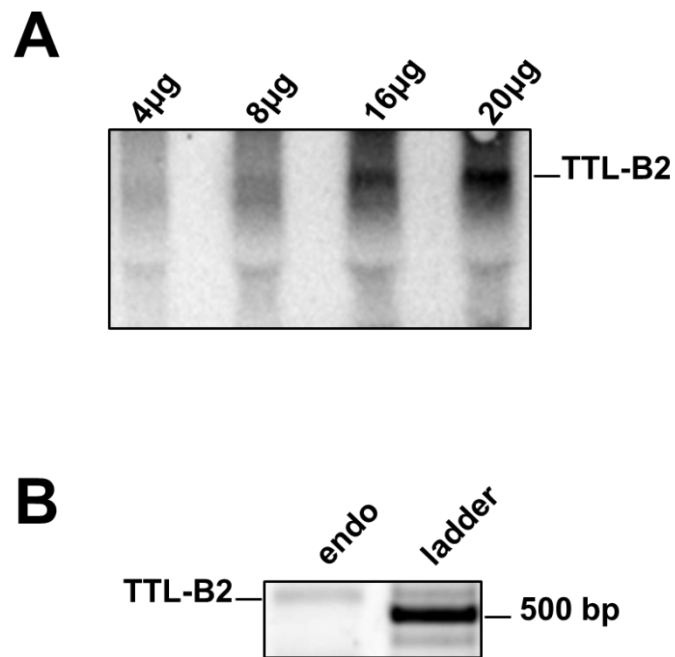

Figure S1. The *TTL-B2* isoform of *linc00598* is dominantly expressed in HEK293t cells.

(a) Northern blot analysis using various amounts of total RNA of HEK293t cells was performed.

(b) RT-PCR between the *TTL-B2* exons 5 and 7 amplified only one size variant in HEK293t cell (*TTL-B1* ; 410 bp, *TTL-B2* ; 550 bp).

Figure S1

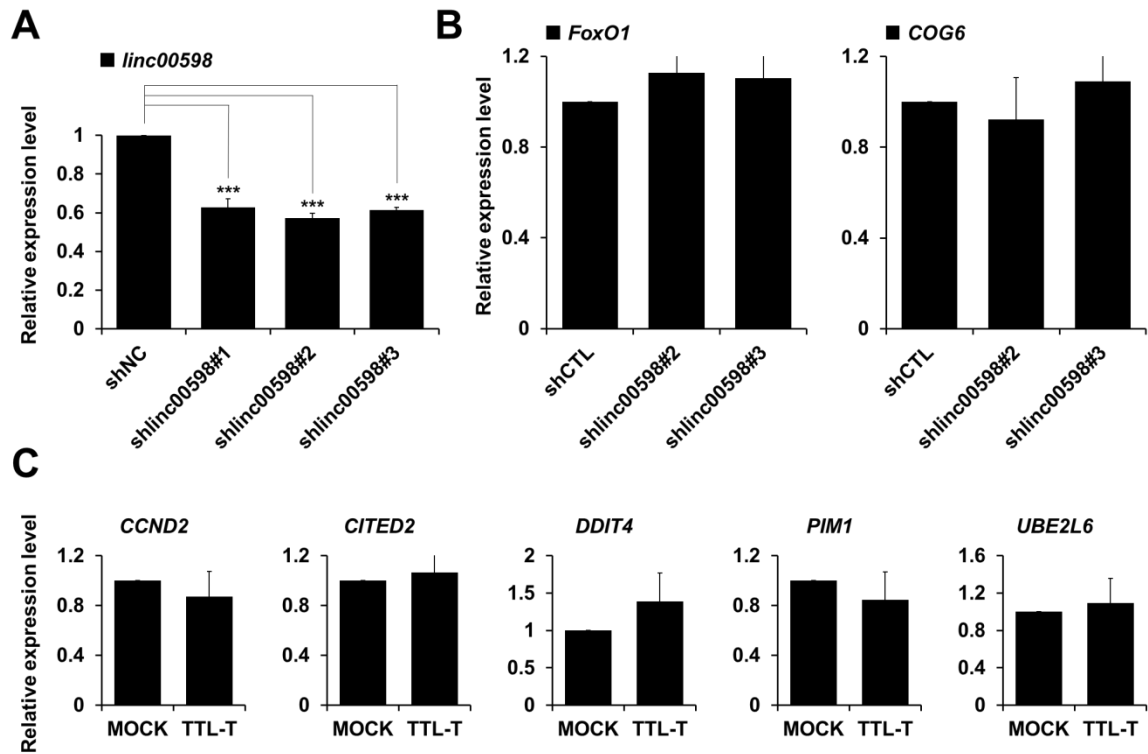

Figure S2. *TTL-B2*, one of the *linc00598* isoforms, is not a *cis*-acting transcriptional regulator.

(a) Expression levels of *linc00598* in control and three shlinc00598 stable HEK293t cell lines were analyzed by qRT-PCR and normalized to β -actin. The results are shown as means $\pm$ S.D. (n = 6), *** $P < 0.001$. (b) The mRNA levels of *FoxO1* and *COG6* in control and shlinc00598 stable HEK293t cell lines were analyzed by qRT-PCR and normalized to β -actin. The results are shown as means $\pm$ S.D. (n = 3). (c) The mRNA levels of indicated genes in HEK293t cells transfected with TTL-T were analyzed by qRT-PCR and normalized to β -actin. The results are expressed as means $\pm$ S.D. (n = 3).

Figure S2

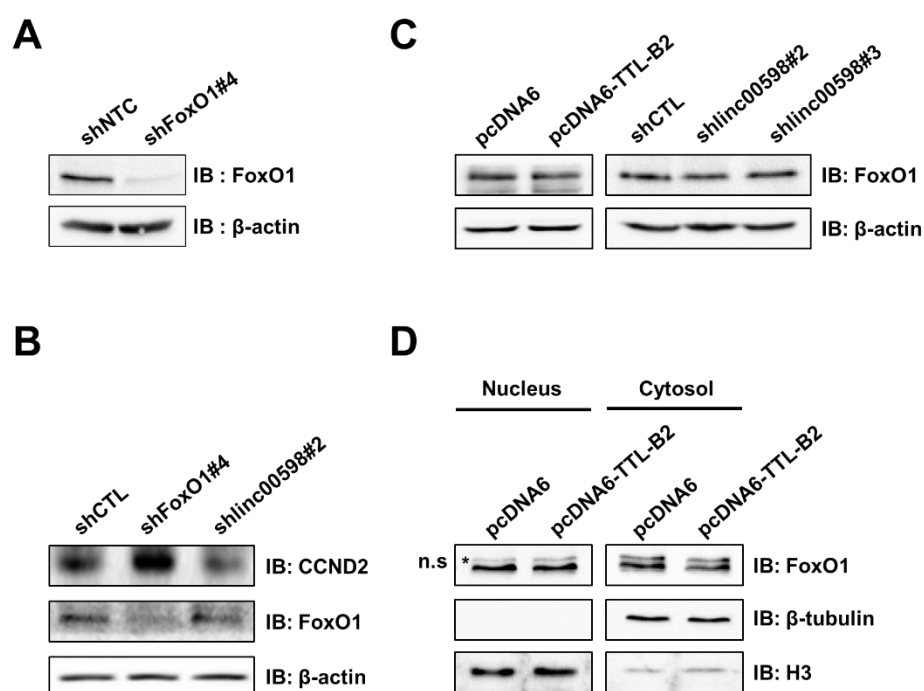

Figure S3. *Linc00598* regulates the expression of CCND2 without affecting the expression or the localization of FoxO1

(a) FoxO1 levels were measured in control and shFoxO1 stable HEK293t cells by Western blot analysis. β -Actin was used as a loading control. (b) Expression levels of CCND2 and FoxO1 were measured in control shRNA, *FoxO1* knockdown, and *linc00598* knockdown stable HEK293t cells by Western blot analysis. β -Actin was used as a loading control. (c) FoxO1 was detected by Western blot analysis in *linc00598* knockdown stable HEK293t cells and HEK293t cells transfected with pcDNA6-TTL-B2. β -Actin was used as a loading control. (d) Nuclear and cytoplasmic FoxO1 levels were measured by Western blot analysis in HEK293t cells transfected with pcDNA6-TTL-B2 after nuclear/cytoplasmic fractionation. Histone H3 and β -tubulin were used as loading controls for the nuclear and the cytoplasmic fraction, respectively.

Figure S3

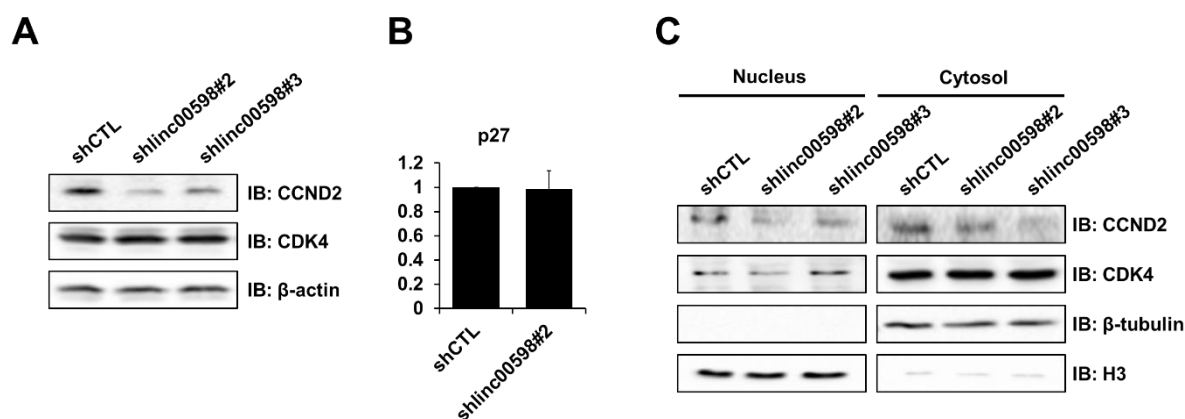

Figure S4. Nuclear translocation of CCND2 was not affected by expression of *linc00598*.

(a) CCND2 and CKD4 levels were quantified in control and shlinc00598 stable HEK293t cell lines by Western blot analysis. β -Actin was used as a loading control. (b) The mRNA levels of *p27* were measured by qRT-PCR in control and shlinc00598#2 stable HEK293t cell lines and normalized to *β -actin*. The results are expressed as means $\pm$ S.D. (n = 4). (c) Nuclear/cytoplasmic fractionation was performed in control and shlinc00598 stable HEK293t cell lines. CDK4 and CCND2 were detected by Western blot analysis. Histone H3 and β -tubulin were used as loading controls.

Figure S4

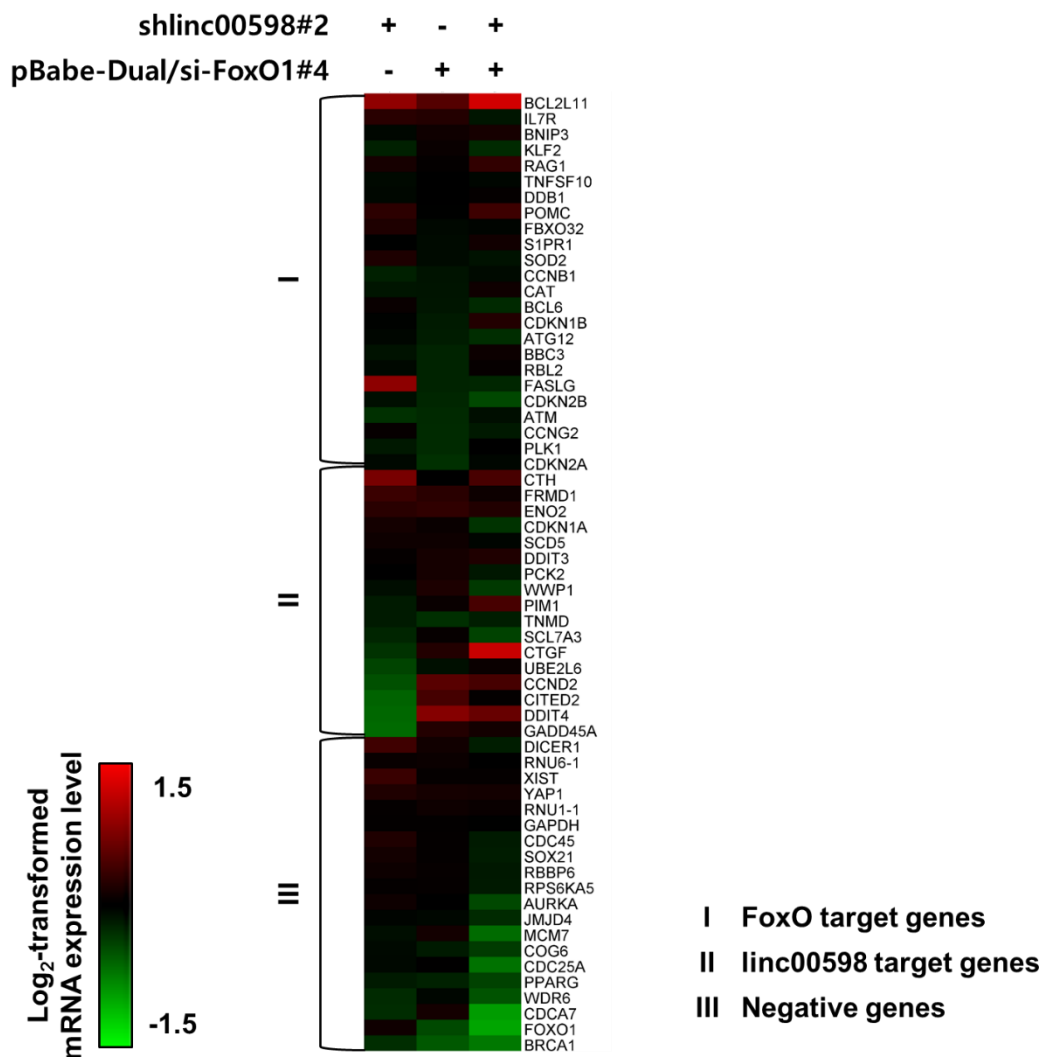

Figure S5. Systematic qRT-PCR analysis in control shRNA, shlinc00598, siFoxO1, and shlinc00598/siFoxO1 cells.

Control and shlinc00598 stable cell lines were transfected with the indicated plasmid. The mRNA levels of indicated genes in each sample were analyzed by qRT-PCR and normalized to β -actin. The qRT-PCR results were presented in a heat map using MeV v4.9 and the indicated genes were separated into three groups – FoxO target genes (I), *linc00598* target genes (II), and Negative genes (III). Genes with *P*-values of 0.1 or less were selected.

Figure S5

How the deposited data were processed for this re-analysis (not part of the article)

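Gene expression was measured in 3 stable HEK293T lines, shCTL, shlinc00598#2 and shlinc00598#3, on Illumina HumanHT-12 v4 arrays, with 2 arrays for each line. The authors exported probe intensities and a detection p-value for each probe with GenomeStudio v2011.1; this deposited table holds average intensities on the linear scale, before normalization. The authors' deposited processed table holds log2 intensities after quantile normalization across the 6 arrays, with a median of 6.89 in each column. Quantile normalization of the intensities before normalization gave the processed values to within 0.00417 on the log2 scale once each processed column was set beside the array it holds. In 4 of the 6 processed columns that array is not the one the column's own sample description names. The descriptions tie the columns of the table before normalization to lines and replicates, so that table gave the values reported.

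The intensities were quantile-normalized with limma 3.58.1 in R 4.3.3 and put on the log2 scale with no background correction. Probes with a detection p under 0.05 on both arrays of at least 1 line were kept (21282 of 47321). Of all probes, 30113 carry 1 gene symbol, 8 several and 17200 none; a gene was read by its kept probe with the highest mean, and a probe without a single symbol stood for itself, which left 17225 genes and unnamed probes. Between 44.1% and 46.8% of the probes on an array were detected, and genes near the background have compressed folds. Coordinates are those of GRCh38.p14.

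One limma fit to the 6 arrays gave 4 contrasts: each knockdown line against the control, the mean of both lines against the control, and the lines against each other. Adjusted p-values are Benjamini-Hochberg over all genes, with a threshold of 0.05. The fit was repeated with the replicate number as a block, since the arrays of a replicate share their deviations (correlations across genes of 0.742, 0.76 and 0.827 between the lines). The paper's criterion was read as at least 1.4-fold in the same direction in both lines, from the difference of mean log2 values. The mean of both lines, an alternative, came closer to the paper's counts and to the names in its Fig. 2a. Gene lists were tested with camera on the mean contrast with a preset correlation of 0.01 and with an estimated one, and by Fisher's exact test, one-sided, among the genes at least 1.4-fold different in both lines. With an estimated correlation camera uses the residual degrees of freedom (3 with no block and 2 with the block), so it had little power. The lines' effects were correlated across genes and set beside 50 simulated data sets of unchanged groups that share the control arrays. Their noise was independent between genes, so they held no deviation of a control array that many genes share. Both fits were tested on simulated data with added changes. With no block, 0% of genes changed 1.41-fold, 17.9% of those changed 2-fold and 88.1% of those changed 4-fold were called. With the block, 83.3%, 100% and 100% were, with 17 false calls. The simulated noise was independent between genes, took the moderated variances of the blocked fit and held no interaction of knockdown and replicate. These shares can therefore be larger than those in the data.

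The contrasts, the threshold, the lists and the rule for the genes named were fixed before the data were examined, and after the paper's figures had been seen. The rule names each gene that the paper's text names as measured or as a regulator, up to 10 genes in each direction with the largest change among those called in the mean of both lines, and up to 4 members of each list with the smallest p. With no block no gene was called, so the second part names none. Alternatives tried were background correction with neqc (offset 16), the authors' processed values, scaling to the median, no detection filter, a detection p under 0.01 on all 6 arrays, other ways to join the probes of a gene, the replicate block, the methods' t-test, other fold criteria, and each array left out in turn. The fits with an array left out had no replicate block, so the difference between the replicates enters their values. FASLG was not detected on any array, and LINC00598 has no named probe, so neither has a value. The paper's annotation with DAVID was not repeated, since its annotation tables were not at hand.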

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

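The tests of both weighed patterns and of the splits with the replicate block were chosen after the results were seen; the splits with no block were planned.

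The arrays of replicate 2 differed from those of replicate 1 in 6303 genes and unnamed probes at a limma adjusted p under 0.05, a signal that the paper does not report on. Among the largest were ATF3, a stress transcription factor (log2 difference -3.73), GADD45A (-2.86) and INHBE (-3.08), lower in replicate 2, and HSPA1B, a heat shock protein (1.96), EGR1 (1.75) and INSIG1, a regulator of sterol synthesis (1.60), higher in replicate 2; all were chosen after their values were seen. For 5 gene lists camera gave an adjusted p under 0.05 for the interaction of knockdown and replicate. Each replicate holds 1 control array, so the spread in that test comes from the knockdown lines alone, and a difference between the single control arrays would give the same result. The median of the effect in replicate 2 minus that in replicate 1 was -0.54 for ATF4 and amino acid stress genes (adjusted p = 3.48e-30), -0.11 for G2/M genes (0.019), 0.15 for immediate early genes (0.0122), 0.18 for cholesterol synthesis (0.0122) and 0.20 for heat shock genes (0.00179). None passed with an estimated correlation (adjusted p = 0.663 for the ATF4 list and 0.692 for the others, each with an estimated correlation), and limma called 0 single genes for the interaction, with 1056 at an unadjusted p under 0.05. With an estimated correlation camera has few residual degrees of freedom here, and so little power.

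Across genes, the mean knockdown effect ran with the difference between the replicates (r = 0.322, and 0.00155 in simulated unchanged groups). Of the 49 genes at least 1.4-fold lower in both lines, 39 were also called lower in replicate 2, a share of 79.6% against 17.8% of all genes. The tables argue against quantile normalization, since r was 0.338 when arrays were scaled to the same median. A deviant control array, shCTL replicate 2, cannot be told apart from an effect of the knockdown in that replicate: the effect of each line correlated with the replicate difference of the other line with r of 0.363 and 0.3 within replicate 2, and of 0.105 and 0.00215 within replicate 1. Taking out 1 slope for every gene in each line (0.125 in shlinc00598#2 and 0.0888 in shlinc00598#3) kept 36 of the 59 genes at least 1.4-fold different in both lines. Of these 28 were lower and 8 higher, and CCND2 went from a log2 fold change of -1.12 to -0.88. This cannot tell a shift of culture state from an effect of the knockdown along the same direction. Both stay open, and slopes of each gene's own were not tested.

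The ATF4 list was lower in both knockdown lines for 39 of 41 genes in replicate 2 and for 16 of 41 in replicate 1. Quantile normalization is argued against, since with median scaling the median effect in replicate 2 was -0.51 in 1 line and -0.62 in the other. The control culture of replicate 2 alone cannot be told apart from a change in the knockdown lines: the lines differed from each other by -0.10 in that replicate, and each replicate holds 1 control array. From replicate 1 to 2 the list changed in the median by -0.24 in the control and by -1.02 and -0.84 in the lines. An effect of linc00598 that shows under amino acid stress was not tested.

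The real control pair gave 0 called genes, both among the 15 choices of 2 arrays as the reference pair with no block and, with the lines joined as 1 group, among the 9 choices of 1 array per replicate with the replicate as a block. The highest of the other choices gave 3 with no block (shlinc00598#2 replicate 2 with shlinc00598#3 replicate 2) and 2 with the block. Every choice gives at least 0, so these splits say nothing about the real pair, and both sets are too few for a share under 0.05.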

How the results depend on the processing

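The replicate block with other filters or probe sets, the mean-of-lines counts over other probe sets, the matched columns and the correlations within a replicate or between lines that share no array were chosen after seeing the data; the other alternatives were planned. Of 167 alternatives for counts and the correlation, 117 gave a like value (many 0 calls against 0) and 50 did not. Of 2131 for single genes, 2130 kept their side of the threshold, a weak test, as the fit with no block called none. The sign changed in 128, 75 with 1 array left out (24 of 143 without shCTL replicate 1) and 49 with the authors' columns as named. Of 399 for lists, 364 kept their side, 21 lost and 14 gained the threshold, and 35 had the other direction, 33 past the threshold in neither setting. The number of arrays and the background (at most 46.8% of probes detected on an array) limit all these. Causes not named were not tested.

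The count at least 1.4-fold in both lines (59, of which 83.1% lower) was 334 with neqc (64.1% lower), which subtracts background and so widens the folds of dim genes, 19 with the authors' columns as named and 33 to 948 with 1 array left out. Other criteria gave 153 for the mean of both lines, 486 for at least 1 line, 2 for every comparison of a knockdown with a control array, 208, 26 and 0 at thresholds of 1.3, 1.5 and 2, 1 with the methods' t-test in both lines, 0 with a call in the mean contrast, and 15 with the replicate block, in each replicate of each line. For the mean of both lines, it was 176 with every probe, 157 with every probe under the stricter filter and 120 over named genes only. With median scaling it was 55, of which 69.1% were lower.

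With no block, limma called 0 genes in each of the 4 contrasts (315 in shlinc00598#2, 270 in shlinc00598#3, 329 in their mean and 204 between them at an unadjusted p under 0.05). These counts, and those of the methods' t-test below, are smaller than tests with no change would give. The error there holds the difference between the replicates. With the block 2252, 2009, 2360 and 1481 had an unadjusted p under 0.05 in limma, in the same order. The replicate block gave 3, 4 and 1 against the control; with no detection filter the block gave 78, 62 and 61, and 28 between the lines; with every probe the block gave 4, 10 and 11; with the stricter filter the block gave 0, 2 and 0, and 0 between the lines. The methods' t-test at an unadjusted p under 0.05 gave 647, 557, 717 and 564, and 0 after adjustment. With neqc the block gave 0 in each of the 4 contrasts. In the mean of both lines TNMD (log2 fold change -0.95) was called with the block, and with every probe the block also called BASP1, ENO2, KIF1A, MGAT3, SCD5, SLC2A3 and the second probe of CCND2.

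The correlation of the lines' effects (0.604) was 0.506 with the authors' columns as named, 0.563 with no detection filter, 0.214 to 0.85 with 1 array left out, and 0.179 and 0.114 between lines that share no array. The number of lists with a camera adjusted p under 0.05 (8) was 2 with the authors' columns as named and 4 to 9 with 1 array left out; the number of lists enriched among the 1.4-fold genes (6) was 0 and 1 to 8 in the same settings. With the authors' columns as named, which hold other arrays, the ATF4 list turned (camera adjusted p = 0.0013, higher), as did DDIT4 (0.69), SESN2 (0.55) and SLC6A9 (0.46). CCND2 also had the other sign there: control over knockdown was 0.895-fold, against 2.17-fold in the main values. Without shCTL replicate 1 the immediate early list turned (adjusted p = 0.937; 9.77e-05 to 0.937 with 1 array left out, and from 1.25e-05 over all its alternatives). With the preset correlation, the hypoxia and ribosome biogenesis lists did not pass with the authors' columns as named (adjusted p = 0.504 and 0.918) and passed in the other 15 alternatives, at most at 0.000103 and 0.000533 with 1 array left out. With all 6 arrays neither passed at an estimated correlation (adjusted p = 0.175 and 0.636 with an estimated correlation, and 0.415 for each in the blocked fit), and no list passed with one in any of the settings above, a check added after seeing the data (the lowest adjusted p = 0.136 with an estimated correlation, for hypoxia under the stricter filter). That check has few residual degrees of freedom and little power, so it cannot decide whether a list changed. Over their alternatives the adjusted p with the preset correlation ran from 1.11e-15 to 0.7 for ATF4, 2.24e-09 to 0.154 for neuronal, 8.68e-07 to 0.755 for glycolysis, 3.75e-05 to 0.982 for histone genes and 1.21e-05 to 0.423 for FoxO targets.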

Differences from the paper's values

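The paper's count of genes changed by at least 1.4-fold is 156, of which 119 were downregulated and 37 upregulated; here 59 genes or unnamed probes were at least 1.4-fold different in both lines, 49 lower and 10 higher. Among the alternatives set before the data were examined, the mean of both lines gave 153 (108 lower and 45 higher), within 1.5 times of all 3 of the paper's values. Leaving out shlinc00598#3 replicate 1 gave 154 (120 lower and 34 higher), also within 1.5 times of all 3. A threshold of 1.3 gave 208 (143 lower and 65 higher), within 1.5 times for the total and the lower genes. Leaving out shCTL replicate 1 gave 216 (108 lower and 108 higher), within 1.5 times for the total and the lower genes, and leaving out shlinc00598#2 replicate 1 gave 96 (81 lower and 15 higher), within 1.5 times for the lower genes. The counts under neqc (334), the authors' columns as named (19), median scaling (55), no detection filter (59), the stricter filter (54), every probe (72), the mean of a gene's probes (48), the other arrays left out (948 without shCTL replicate 2, 45 without shlinc00598#2 replicate 2, 33 without shlinc00598#3 replicate 2), at least 1 line (486), every comparison (2), linear folds (55), thresholds of 1.5 (26) and 2 (0), an added test (1 and 0) and the replicate block (15) stayed more than 1.5 times away. The mean of both lines with every probe under the stricter filter, chosen after seeing the values, gave 157 (115 lower and 42 higher). How many of the paper's called genes each setting drops is known only for the names read by eye in Fig. 2a, where 70 of 76 measured names shown as downregulated and 21 of 25 shown as upregulated pass on the mean of both lines, and 34 and 6 in both lines. Of these names, 74 of 76 and 25 of 25 had the direction shown. The counts and names argue against 1.4-fold in both lines as the paper's criterion and go with the mean of both lines. The paper's fold of CCND2 (about 2.17) is also that of the mean here (2.173-fold).

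The paper states that CCND2 had the highest fold of its changed genes. Here CCND2 ranked 1 among the lower genes in the mean of both lines, and by size in either direction it ranked 3, after an unnamed probe that was 2.61-fold higher and TRMT2B, also higher. TRMT2B and CCND2 tie, with 2.174-fold and 2.173-fold and blocked standard errors of 0.21 and 0.16 on the log2 scale. In shlinc00598#3 alone it ranked 11 among the lower genes.

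The paper states that its changed genes include many for the regulation of the cell cycle and of cyclin-dependent kinase activity. Here 1 of 18 cyclins and cyclin-dependent kinases (CCND2) and 0 of 45 S-phase and 0 of 50 G2/M genes were at least 1.4-fold different in both lines, and the list of cyclins and kinases was not enriched (Fisher's exact test, adjusted p = 0.313). On the mean of both lines, 1 of 18, 1 of 45 and 0 of 50 were (adjusted p = 0.397 from the same test for lower cyclins and kinases). These lists are not the annotation terms that the paper used.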

Other observations

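The paper does not report on several other gene groups in the linc00598 knockdown lines, and each value below is that of the planned camera test. Interferon-stimulated genes, which introduced double-stranded RNA can induce, had a median log2 fold change of -0.03, with 2 of 28 higher and 7 lower in all 4 within-replicate comparisons (adjusted p = 0.375). Targets of p53 (median -0.03, adjusted p = 0.702), chaperones of the endoplasmic reticulum (0.01, adjusted p = 0.659) and heat shock genes (0.11, adjusted p = 0.659) did not pass either. Ribosomal proteins had a median of -0.04 with 16 of 63 lower and 2 higher in all 4 comparisons (adjusted p = 0.148), oxidative phosphorylation 0.00121 (adjusted p = 0.771) and cholesterol synthesis 0.08 (adjusted p = 0.539). Of all genes and unnamed probes, 31.7% had one sign in all 4 comparisons. Counting both directions, the interferon-stimulated genes and the ribosomal proteins were near that share. The ribosomal proteins passed as lower with median scaling (adjusted p = 0.0204) and without shlinc00598#3 replicate 2 (0.0481), and in neither setting with an estimated correlation (adjusted p = 0.807 and 0.635 with an estimated correlation).

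With the settings used throughout, lists chosen as markers of other cells did not pass: blood cells (5 measured, median -0.01, adjusted p = 0.283), fibroblasts (4 measured, -0.15, adjusted p = 0.147) and other epithelial tumour lines (6 measured, -0.11, adjusted p = 0.151). Of the measured members, 4 blood cell, 2 fibroblast and 6 epithelial markers were detected on all 6 arrays. The lists therefore do not stand for genes that are absent here. The fibroblast markers passed as lower without shlinc00598#2 replicate 1 (adjusted p = 0.0312) and without shCTL replicate 2 (0.0321), the epithelial markers without shlinc00598#3 replicate 1 (0.0104) and the blood cell markers with every probe (0.0272). None of these passed with an estimated correlation in the same settings (in that order adjusted p = 0.671, 0.818, 0.685 and 0.461 with an estimated correlation). Of all these lists, limma called 0 members over all genes in the mean of both lines, with or without the replicate block. Adjusted over the list alone, it called 0 with no block and, with the block, 2 interferon-stimulated genes, 1 p53 target, 1 blood cell marker and 1 epithelial marker, all lower.

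Between the replicates, glycolysis (camera adjusted p = 0.00727, median log2 difference 0.34), cholesterol synthesis (0.000758, 0.46) and heat shock genes (0.0112, 0.40) were higher in replicate 2, and ATF4 genes (1.16e-12, -0.72) and neuronal genes (0.000306, -0.43) were lower. Also lower in replicate 2 were p53 targets (0.0219, -0.07), histone genes (0.0389, -0.14), FoxO targets (0.0442, -0.10), YAP and TEAD targets (0.0442, -0.09), and the markers of other cells, epithelial (0.0389, -0.19) and fibroblast (0.0442, -0.35). None passed with an estimated correlation (adjusted p = 0.573 for each of these 11 lists, with an estimated correlation). With 2 residual degrees of freedom that form of camera has little power. It did not pass the ATF4 list, of which limma called 32 of 41 genes lower in replicate 2.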
